# De Novo Profiling of Long Non-Coding RNAs Involved in MC-LR-Induced Liver Injury in Whitefish: Discovery and Perspectives

**DOI:** 10.3390/ijms22020941

**Published:** 2021-01-19

**Authors:** Maciej Florczyk, Paweł Brzuzan, Maciej Woźny

**Keywords:** lncRNAs, autonomous 3′UTRs, de novo, MALAT1, non-coding RNAs, ceRNAs, drug-induced liver injury, biomarker, liver transcriptome

## Abstract

Microcystin-LR (MC-LR) is a potent hepatotoxin for which a substantial gap in knowledge persists regarding the underlying molecular mechanisms of liver toxicity and injury. Although long non-coding RNAs (lncRNAs) have been extensively studied in model organisms, our knowledge concerning the role of lncRNAs in liver injury is limited. Given that lncRNAs show low levels of sequence conservation, their role becomes even more unclear in non-model organisms without an annotated genome, like whitefish (*Coregonus lavaretus*). The objective of this study was to discover and profile aberrantly expressed polyadenylated lncRNAs that are involved in MC-LR-induced liver injury in whitefish. Using RNA sequencing (RNA-Seq) data, we de novo assembled a high-quality whitefish liver transcriptome. This enabled us to find 94 differentially expressed (DE) putative evolutionary conserved lncRNAs, such as MALAT1, HOTTIP, HOTAIR or HULC, and 4429 DE putative novel whitefish lncRNAs, which differed from annotated protein-coding transcripts (PCTs) in terms of minimum free energy, guanine-cytosine (GC) base-pair content and length. Additionally, we identified DE non-coding transcripts that might be 3′ autonomous untranslated regions (3′UTRs) of mRNAs. We found both evolutionary conserved lncRNAs as well as novel whitefish lncRNAs that could serve as biomarkers of liver injury.

## 1. Introduction

A substantial gap in knowledge persists regarding the role of microcystins (MCs) in the underlying molecular mechanisms of organ toxicity and injury. MCs are a group of cyclic heptapeptide hepatotoxins, of which microcystin-LR (MC-LR) is one of the most widely distributed and potent variants. MC-LR is absorbed, transported and accumulated predominantly in liver [1], and it causes drug-induced liver injury (DILI). Studies on the transcriptomic level have revealed various protein coding transcripts (PCTs) involved in the response and progression of MC-LR-induced liver injury in different species [2,3]. In addition to PCTs, various non-coding RNA transcripts (ncRNAs, NCTs) have been implicated in the responses to various stressors, including DILI [4]. MC-LR alters the expression levels of small regulatory ncRNAs (shorter than 200 nt) like microRNAs (miRNAs), piwi-associated RNAs (piRNAs) and small interfering RNAs (siRNAs) [5] in various types of tissues and cells [6,7].

In comparison to knowledge about small regulatory ncRNAs, our understanding of the functions and mechanism of action of long non-coding RNAs (longer than 200 nt; lncRNAs) is still limited. Unlike miRNAs, lncRNAs are poorly conserved among species [8], which hinders research on their function and evolution. However, it has been shown that lncRNAs are involved in a variety of biological processes such as cell proliferation, apoptosis and differentiation [9] by regulating gene expression via a variety of mechanisms, including binding (sponging) miRNAs. In sponging, lncRNA competitively binds to miRNA, resulting in changes in the protein level of coding genes at the post-transcriptional level [10]. LncRNAs may function as competing endogenous RNAs (ceRNAs) that share common miRNA-response elements with PCTs [11]. For example, the recently characterized metastasis-associated-in-lung-adenocarcinoma transcript-1 (MALAT1), a well-conserved lncRNA that is implicated in diseases in humans, was shown to bind MiR34a in melanoma cells, thereby lowering MiR34a levels [12]. However, the role of MALAT1 in DILI has not yet been elucidated, and in general, our knowledge concerning the role of lncRNAs in DILI is still limited even in mammals [13].

Successful applications of RNA sequencing (RNA-Seq) technology for resolving problems pertinent to fish biology and immunology prompted us to use RNA-based methods to investigate patterns of MC-LR-induced liver injury in a teleost fish, the whitefish (*Coregonus lavaretus*). Our previous results showed that repeated exposure of whitefish to MC-LR results in severe liver damage, followed by an unexpected resilience to further exposures to the toxin and regeneration of the damaged liver structure [14]. We showed that in these adaptations, MC-LR regulates several hepatic miRNA signaling pathways and alters the expression profiles of miRNAs over the short-term [15] and long-term [16], suggesting extensive transcriptome rebuilding during these processes. Because lncRNAs have been implicated in species-specific adaptations (e.g., adaptation of zebrafish to cold [17]), a similar adaptation to MC-LR exposure that involved novel lncRNAs may have occurred in the whitefish.

Biologically active lncRNAs are present in zebrafish [18] and rainbow trout [19,20], however, these are species with well-established annotated genomes, and reference genome is not available for the majority of species. In the absence of an annotated genome, separating NCTs from PCTs requires a more challenging bioinformatic approach. As the foundation for our approach to profile lncRNAs in MC-LR-induced liver injury, we de novo assembled a whitefish liver transcriptome. Using a step-by-step pipeline designed to filter out redundant contigs, we were able to identify transcripts without coding potential, which were differentially expressed in whitefish liver after exposure to MC-LR. We identified a list of putative lncRNA transcripts, both novel and orthologous to known lncRNAs in other species. In addition, we showed that treatment of fish with MC-LR may affect levels of non-coding transcripts that may be 3′ autonomous untranslated regions of mRNAs. Furthermore, by showing how MC-LR changes expression patterns of putative lncRNAs, including MALAT1, we extended our knowledge regarding the underlying mechanisms of liver injury in whitefish. Our findings contribute to better understanding of the role of ncRNA in the molecular response to MC-LR-induced liver injury in fish.

## 2. Results

### 2.1. Sequencing Results

The number of raw reads in samples ranged from 50,797,688 to 70,885,836. The effective rate ranged from 95.88 to 99.25% ([Clean reads/Raw reads] × 100%), with a stable base error rate at 0.03% in all samples. Content of GC base pairs ranged from 47.23 to 50.50%. Detailed statistics on the quality of sequencing data for each sample are presented in Supplementary Table S1.

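Of the 52 libraries in Table S1, 13 were compared for the putative lncRNAs: 4 livers taken 1 day after an injection of PBS, and 3 livers each at days 1, 6 and 9 of MC-LR exposure. The paper's Table S1 lists 50884809 to 57506983 clean reads for the PBS fish, 52971161 to 70023698 for the MC-LR fish of day 1, 53652794 to 57022724 for those of day 6 and 51942679 to 56326270 for those of day 9. From these values the MC-LR livers of day 1 had 62473865 ± 8692384 clean reads (SD, n = 3) and the PBS livers 52953218 ± 3131217 (SD, n = 4), a difference that did not pass a two-sided exact permutation test (p = 0.114, where 3 fish against 4 cannot give a p below 0.0286). The MC-LR livers of days 6 and 9 had 55197543 ± 1702377 and 54552263 ± 2308161 clean reads (SD, n = 3 each), with p = 0.286 and p = 0.486 against PBS in the same exact test. GC content was 50.2 ± 0.293% (SD, n = 3) in the MC-LR livers of day 1 and 49.2 ± 0.584% (SD, n = 4) in the PBS livers (two-sided exact permutation test, p = 0.0857). At days 6 and 9 it was 48.7 ± 0.844% and 48.5 ± 1.26% (SD, n = 3 each), with p = 0.429 and p = 0.343 in the same exact test.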

### 2.2. Assessing the Quality of the De Novo Assembled Liver Transcriptome

The number of detected transcripts in our raw de novo assembled liver transcriptome was 1,136,890, with an average length of 367 base pairs. After the assembly, we mapped the trimmed reads back to the assembled liver transcriptome. The fraction of aligned reads was between 97% and 98% per sample. The final assembly, which was used in further analyses, was obtained by filtering out too short, redundant and lowly expressed transcripts. The number of transcripts in our final assembly was 420,280 transcripts, with an average length of 594 base pairs. The detailed statistics of the final assembly are presented in Supplementary Table S2.

The Benchmarking Universal Single-Copy Orthologs (BUSCO) analysis pipeline revealed that of the 3640 Actinopterygian single-copy orthologs searched, our final assembly completely recovered 74.9% and partially recovered 7.5% (Table 1), while 17.6% of the single-copy orthologs were reported missing from our liver transcriptome.

### 2.3. De Novo Transcriptome Assembly Allowed Discovery and Classification of Non-Coding RNAs in Whitefish Exposed to MC-LR

Using the procedure for identifying ncRNAs in non-model species first described by Harris et al., we managed to first separate protein-coding transcripts (148,646 contigs) and then discover various long non-coding transcripts in whitefish (209,270) [22]. Subsequent filtering steps allowed us to separate these transcripts into three non-overlapping groups. The first group contained non-coding transcripts that showed homology to sequences deposited in the Rfam database (the group of known non-coding transcripts: 20,272 contigs). The second group contained NCTs that had homology with non-coding 3′ untranslated regions (3’UTR) of mRNA sequences deposited in the RefSeq database and had associated PCTs (autonomous 3′UTR/PCT group: 104,024 contigs). The third contained NCTs with no homology to any tested database (putative novel long non-coding RNAs: 84,974 contigs). Our filtering process is summarized in the workflow diagram (Figure 1B).

### 2.4. MC-LR Exposure Altered Expression of Evolutionary Conserved lncRNAs

To obtain the list of evolutionary conserved lncRNAs, transcripts left after removing PCTs were additionally checked for coding potential with the support-vector machine (SVM) based Coding Potential Calculator. Non-coding transcripts were further compared with sequences of transcripts deposited in the Rfam database. This produced a list of 20,272 contigs, which were counted and analyzed for differential expression (Figure 2A–D). Among 4238 differentially expressed (DE) evolutionary conserved non-coding RNAs, there were 94 known, putatively conserved DE lncRNAs identified, including MALAT1, HOXA transcript at the distal tip (HOTTIP), HOX transcript antisense RNA (HOTAIR) and highly up-regulated in liver cancer lncRNA (HULC) (Figure 2E–H). To show similarities in sequence conservation between whitefish and 17 other species, including human, we aligned the sequence of our putative MALAT1 transcript with seed sequences of MALAT1 deposited in the Rfam database (Supplementary Figure S1).

### 2.5. Co-Expression of Autonomous 3′UTRs and Their Associated PCTs after MC-LR Exposure

To investigate the effects of MC-LR exposure on the expression of non-coding contigs identified as autonomous 3′UTRs, we first set them together with corresponding PCTs of the same mRNA. Then, using the DESeq2 package from Bioconductor, we separately calculated the differential expression of the putative autonomous 3′UTRs and their associated PCTs. Finally, we compared the percentages of the corresponding contigs that were both up- or down-regulated, and those that were regulated in opposing directions (Figure 3). We found that, in the majority of cases, if a putative autonomous 3′UTR was DE, the associated PCT was also DE in the same direction. After 1 day of the experiment, over 82% of the transcript pairs were upregulated and only 11% were downregulated. In contrast, after 6 and 9 days, up- and down-regulated pairs were present in about the same proportions (around 40%). Moreover, we checked whether the pattern of changes in expression of co-expressed PCT/3′UTR pairs was reflected in the pattern of changes in expression of all PCTs (paired with 3′UTRs and unpaired). We found that both expression patterns were similar but not identical (data not shown).

Gene ontology (GO) analysis indicated similarities in terms of the pairs that were simultaneously upregulated or downregulated after 6 and 9 days of MC-LR exposure (Supplementary Figure S2). In contrast, upregulated pairs at 1 day were enriched in transcription regulator activity and DNA-binding transcription factor activity transcripts when compared with upregulated pairs at 6 and 9 days (Figure 4). Downregulated pairs at 1 day were depleted in transcripts involved in enzyme regulator activity processes when compared with downregulated pairs at 6 and 9 days of exposure. GO analysis of DE contigs from the same mRNA after 1 day of the experiment that were both upregulated or downregulated, as well as those with opposing expression profiles, are shown in detail in Supplementary Figure S3.

### 2.6. MC-LR Produced Opposing Expression Profiles of Some Autonomous 3′UTRs and Their Associated PCTs

In addition, we found that MC-LR exposure caused contrasting changes in the expression of some 3′UTRs and their associated PCTs (Figure 3, light and dark green bars). The proportion of these to all DE transcripts was lowest after 1 day of MC-LR exposure (7%), and higher at 6 and 9 days (19% and 16% accordingly). On the other hand, the proportions of both groups with the opposite expression profiles to each other remained at a similar level throughout all the days of exposure. In the group with 3′UTRs downregulated and PCTs upregulated, gene ontology terms again showed similarities on days 6 and 9, whereas on day 1, the transcripts were comparatively enriched in terms like ‘signaling’ or ‘response to stimulus’. In contrast, in the group with 3′UTRs upregulated and PTCs downregulated, transcripts involved in ‘cell’, ‘cell part’, ‘membrane’ and ‘membrane part’ were enriched on days 6 and 9.

### 2.7. Putative Novel lncRNAs and PCTs Differed in Terms Minimum Free Energy, GC Base-Pair Content and Length

To determine if the novel whitefish lncRNA candidates differed from PCTs in terms of a minimum free-energy (MFE), we used the RNAfold algorithm from the ViennaRNA package. The free energy values of the secondary structures were corrected for the lengths of the sequences (Figure 5A). The mean length-corrected MFE of the putative lncRNAs was significantly higher than that of the annotated protein coding transcripts (−0.237 kcal/mol/nt ± 0.038758 vs. −0.289 kcal/mol/nt ± 0.059464 kcal/mol/nt respectively, t(3999) = 46.65, *p* < 0.001, 95% [0.04963723, 0.05399174]. Moreover, the mean content of GC base pairs was significantly higher in PCTs (t(3999) = 56.16, *p* < 0.001, [0.06915164, 0.06448719]) (Figure 5B). Finally, the distribution of transcript lengths differed between the putative lncRNAs and the annotated PCTs, with more PCTs with longer sequence lengths (Figure 5C). In summary, structural differences between the putative lncRNAs and the annotated PCTs validated our methodology for discovery of lncRNAs in whitefish.

### 2.8. MC-LR Altered the Expression Profiles of the Identified Putative Novel lncRNAs

Using the DESeq2 package of Bioconductor, we investigated whether MC-LR induced changes in the expression profiles of the putative novel lncRNAs discovered in this study. 

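MC-LR is a liver toxin of cyanobacteria, which inhibits protein phosphatases. It was given by intraperitoneal injection at 100 μg per kg of body mass and again after 7 days, so the fish of day 9 had received 2 injections and those of days 1 and 6 had received 1. The expression data cover 4 PBS fish of day 1 and 3 MC-LR fish each of days 1, 6 and 9, every one a separate animal. The 4 PBS fish of day 1 served as controls for all 3 days, so at days 6 and 9 the time since injection, and at day 9 also the second injection, differ between the groups together with the toxin, and the groups were kept in separate tanks. For each day the authors deposited a table of Trinity contigs, de novo assembled transcripts with no gene name or genome position, with the reads counted on each contig in each fish by samtools idxstats, for which the paper describes no use of strand, and the output of DESeq2. The tables list 1100, 3866 and 2543 contigs for days 1, 6 and 9, all at an adjusted p under 0.001, and counts of the other contigs were not analysed here. The listed contigs held 109901 to 128767 reads per PBS fish and 155677 to 231470 per MC-LR fish in the table of day 1, 1738607 to 2100955 and 979744 to 1188494 in that of day 6, and 814309 to 995539 and 787813 to 852976 in that of day 9. These sums are part of each library and were not used as its depth. The authors' size factors were recovered from the deposited base means, and counts divided by them are given as normalized counts. The size factors averaged 0.995 ± 0.184 (SD, n = 3) for MC-LR and 1.07 ± 0.0536 (SD, n = 4) for PBS on day 1, 1.12 ± 0.0577 and 0.970 ± 0.0513 on day 6, and 1.30 ± 0.0682 and 0.867 ± 0.0466 on day 9. Scaling by clean reads instead would move every log2 fold change by -0.35 on day 1, 0.14 on day 6 and 0.54 on day 9. The deposited log2 fold changes were PBS over MC-LR on every line and are given with the sign turned, so that a positive value is higher in MC-LR fish. The thresholds of the study were kept, and the listed contigs were also refitted from the counts with DESeq2 and with edgeR's quasi-likelihood test.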

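After 1 day of exposure, the contigs upregulated by MC-LR held 186208 ± 63092 normalized counts per liver (SD, n = 3) against 11848 ± 1253 in PBS livers (SD, n = 4), and 39.9% of the MC-LR sum came from 1 contig. The contigs downregulated on that day held 91658 ± 8030 in PBS livers and 7356 ± 1978 in MC-LR livers. On day 6 the downregulated contigs held 1787110 ± 172274 normalized counts in PBS livers and 87605 ± 29620 in MC-LR livers, while the upregulated ones held 43913 ± 5062 and 705423 ± 155112. On day 9 the upregulated contigs held 29560 ± 2682 normalized counts in PBS livers and 467675 ± 104409 in MC-LR livers, and the downregulated ones 936837 ± 135978 and 63498 ± 51678. Of the MC-LR sums of upregulated contigs, 20.3% on day 6 and 23.5% on day 9 came from 1 contig. The contigs were chosen for a difference in these same fish, so the separation of the sums was fixed in advance. At the study's thresholds, 532 contigs were upregulated and 532 downregulated on day 1 in the authors' deposited tables, 1173 and 2414 on day 6, and 869 and 1475 on day 9. All of them had the same direction in edgeR's quasi-likelihood test, chosen after seeing the data, with an unadjusted p under 0.05. They had been listed by DESeq2 on the same counts, so this was nearly fixed in advance. At the largest p that the authors' tables list for each day, edgeR kept 275 up and 116 down on day 1, 683 and 1097 on day 6, and 255 and 173 on day 9. With Benjamini-Hochberg adjustment over the number of tests behind the deposited adjusted p, edgeR called 28 up and 6 down on day 1, 111 and 150 on day 6, and 0 in either direction on day 9, with ranks taken among the listed contigs alone. In the deposited values the last of the 1100, 3866 and 2543 listed contigs would rank 4426, 19377 and 13482. Ranks among listed contigs alone can thus make edgeR's adjusted p too large and its calls too few. The upregulated share of the deposited calls was 50.0%, 32.7% and 37.1% on days 1, 6 and 9, and it was 42.1%, 34.9% and 50.9% in a DESeq2 refit scaled by clean reads and 68.6%, 49.9% and 69.8% in one scaled by TMM of the listed contigs. TMM takes most contigs as unchanged, while the listed contigs were all chosen as changed, so this scaling can shift the split by itself. A DESeq2 refit of day 1 found 490 up and 499 down with all fish, 260 and 279 without MC-LR replicate 1, 255 and 350 without replicate 2, and 289 and 341 without replicate 3; on day 9 it found 829 and 1339 with all fish, 568 and 910 without MC-LR replicate 1, and 507 and 961 without replicate 2.

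**Figure D1:**
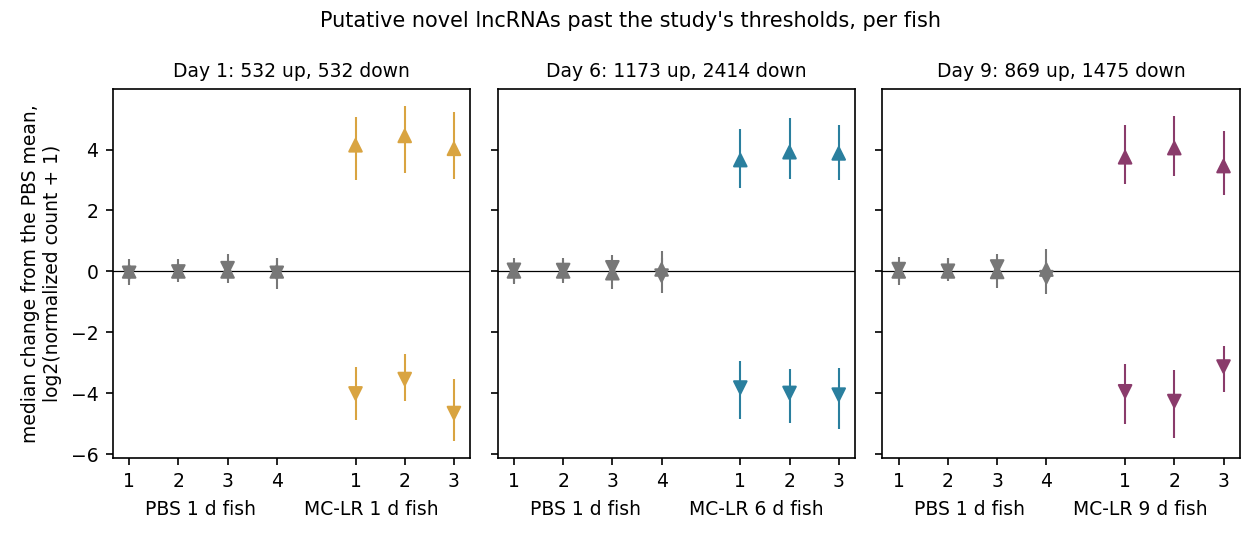
Median change of the contigs past the study's thresholds in each fish, as log2(normalized count + 1) minus the mean of the 4 PBS fish. Triangles pointing up are contigs higher in MC-LR, triangles pointing down are contigs lower, and lines span the quartiles over contigs. In the MC-LR fish the upregulated contigs lie between 3.46 and 4.44 and the downregulated ones between -4.64 and -3.12. The contigs were chosen for a difference in these same fish.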

Using an adjusted *p*-value of 0.001 and a log2 fold-change of 2 as cutoffs, we identified 1739 and 2689 transcripts that were either up- or down-regulated by MC-LR exposure, respectively. 

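The 107 contigs that the authors' deposited tables place above both thresholds on all 3 days had a median of 7.60 normalized counts in PBS livers and 147 in MC-LR livers on day 1, against 8.38 and 315 on day 6 and 9.37 and 188 on day 9. The 319 contigs downregulated on all 3 days had medians of 88.6, 97.5 and 109 in PBS livers in the tables of days 1, 6 and 9, and 4.25, 1.25 and 4.91 in MC-LR livers. The size of the deposited log2 fold change was larger on day 1 than on day 6 for 28 of the 107 and for 54 of the 319, and larger on day 6 than on day 9 for 89 and 263. Between days 6 and 9, 1 of 729 upregulated and 17 of 1346 downregulated contigs listed on both changed to a different extent by a Wald test, which takes no account of the shared controls. In a DESeq2 fit of the fish of both days, 33 and 55 did. Neither these tests nor the comparisons of size between days were run with counts scaled by clean reads, which could change them. In a DESeq2 fit of all 13 fish on the 457 contigs listed on all 3 days, made after seeing the data, 102 of the 107 and 157 of the 319 were changed on every day at the largest deposited p. Contigs upregulated past both thresholds on day 1 and on no other day, 343 in the authors' deposited tables, were nearly silent in PBS livers, with a median of 0.694 normalized counts, and reached 57.5 in MC-LR livers. The 54 contigs downregulated past them on day 1 and on no other day fell from a median of 45.7 to 2.67. Past them on day 6 and on no other day, 449 contigs were up, from 3.88 to 57.8, and 1017 were down, from 45.9 to 2.68, while 219 were up on day 9 and on no other day, from 4.26 to 63.7, and 205 were down, from 29.4 to 1.29. Some of these contigs were listed in the same direction on another day with a smaller log2 fold change: 5 of the 343 and 3 of the 54 on day 6, 1 and 2 of them on day 9, 34 of the 449 and 45 of the 1017 on day 9, 2 and 4 of them on day 1, and 12 of the 219 and 7 of the 205 on day 6. A difference between days was not tested for contigs listed on 1 day. A group mean under 1 normalized count was found in PBS livers for 230, 294 and 185 of the contigs upregulated on days 1, 6 and 9, and in MC-LR livers for 140, 896 and 365 of the downregulated ones, so their fold changes rest on few reads in that group. No MC-LR liver of day 6 had a single read on 596 of the downregulated contigs. Past both thresholds, 1 contig changed in opposite directions on days 1 and 6, 3 did on days 1 and 9, and none did on days 6 and 9, where 1900 changed in the same direction, in these DESeq2 values of the authors. None of these 1 and 3 contigs had an adjusted p under 0.0001 on both days.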

Figure 6 shows volcano plots of up- and down-regulated putative novel lncRNAs (Figure 6A–C) and Venn diagrams with number of transcripts specific to each time period, as well as those which overlap between days of exposure to MC-LR (Figure 6D,E). 

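The livers of days 6 and 9 shared 646 upregulated and 1254 downregulated contigs past the authors' deposited thresholds, which is 46.3% and 47.6% of the contigs upregulated or downregulated on either of these days. For days 1 and 6 the shared contigs were 185 up and 462 down, or 12.2% and 18.6%, and for days 1 and 9 they were 111 and 335, or 8.60% and 20.0%. In edgeR at the largest deposited p, the shared contigs were 216 up and 149 down for days 6 and 9, 64 and 99 for days 1 and 6, and 15 and 23 for days 1 and 9. After adjustment over the recovered number of tests, edgeR called none on day 9. Days 6 and 9 then shared 0, as a day without calls can share none, and days 1 and 6 shared 7 up and 2 down. The order of the pairs of days can therefore not be read in this setting. Independent lists of these lengths among the study's 84974 putative lncRNAs would share 12.0 and 41.9 contigs for days 6 and 9, 7.34 and 15.1 for days 1 and 6, and 5.44 and 9.23 for days 1 and 9. Simulated groups with no change, set against the same 4 controls, shared at most 2 contigs in any of 200 draws. Such groups give few contigs to share, so this does not measure what the shared controls add to lists of these lengths. Fisher's exact test, two-sided, which takes no account of the shared controls, gave p = 2.47e-205 for the contigs up on days 1 and 6 and p = 1.79e-109 for those up on days 1 and 9. With a different pair of PBS fish for each day, DESeq2 refits shared 333 to 352 up and 326 to 381 down for days 6 and 9, 64 to 80 and 115 to 146 for days 1 and 6, and 22 to 32 and 43 to 58 for days 1 and 9. Refits with the same pair of PBS fish for both days, which have as few controls, shared 344 to 395 up and 360 to 506 down, 66 to 91 and 126 to 168, and 24 to 41 and 49 to 90 for these pairs of days. The refitted contigs had all been listed by tests against all 4 PBS fish. Splitting these fish afterwards cannot remove overlap that the shared controls brought to the lists, so their part stays open. Across contigs listed on both days, the deposited log2 fold changes had a Pearson's r of 0.96 for days 6 and 9 (2075 contigs, Spearman's rho 0.93), 0.92 for days 1 and 6 (679 contigs, rho 0.77) and 0.90 for days 1 and 9 (483 contigs, rho 0.75). Contigs are not independent replicates, and listing on both days already selects for like changes. Among contigs downregulated on both days r was 0.64 for days 6 and 9, 0.33 for days 1 and 6 and 0.31 for days 1 and 9, and among upregulated ones it was 0.92, 0.65 and 0.62. The covariance of the log2 ratios of group means, each with 1 added, was 15.9 for days 6 and 9, 17.4 for days 1 and 6 and 13.4 for days 1 and 9, where unchanged groups with the same controls gave 0.174, 0.204 and 0.206 in simulations. Split controls gave covariances of 15.7 to 15.9, 17.0 to 17.5 and 13.1 to 13.4. These values pool contigs up and down, all selected as changed on both days, so large covariances were fixed in advance. Within upregulated contigs the covariance of the deposited log2 fold changes was 3.17, 3.37 and 3.08 for these pairs of days. Within downregulated ones it was 2.11, 1.15 and 0.763. The pooled values thus do not measure what the shared controls add. A Wald test of the difference between days, on the deposited values with Benjamini-Hochberg adjustment, found 160 of 679 contigs changed to a different extent on days 1 and 6, 41 of 483 on days 1 and 9, and 18 of 2075 on days 6 and 9. Of the 160, 121 were downregulated contigs whose change was larger on day 6. With the standard error reduced for the shared controls the counts were 255, 113 and 163, and in DESeq2 fits of the fish of both days together, made after seeing the data, 218, 82 and 88. Scaling by clean reads would move the log2 fold changes by -0.35, 0.14 and 0.54 on days 1, 6 and 9. The tests between days were not run under that scaling, so their counts and directions can depend on it.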

In terms of changes in the expression of the identified transcripts, day 6 and day 9 were more similar to each other than to day 1: 31.0% and 34.8% of all up- and down-regulated lncRNA transcripts, respectively, were downregulated on both day 6 and day 9, but not on day 1 of the exposure (Figure 6D,E).

### 2.9. Real-Time polymerase chain reaction (RT-PCR) Confirmed Aberrant Expression of Selected Transcripts

To validate the RNA-Seq data, we selected three known lncRNAs (Figure 7) and 10 putative novel lncRNAs (five upregulated and five downregulated, Supplementary Figure S4) and designed a RT-PCR study that re-analyzed their levels. The qPCR data indicated statistically significant changes in the expression of all selected transcripts, except MALAT1 transcripts.

## 3. Discussion

In this study, using RNA-Seq data, we identified a list of putative lncRNA transcripts involved in MC-LR-induced liver injury in whitefish, a non-model species without a reference genome. Further qPCR validation of selected putative lncRNA candidates confirmed the participation of these transcripts in MC-LR-induced liver injury in whitefish. We showed that the altered expression profiles of lncRNAs could serve as potential biomarkers of liver injury in whitefish.

The lack of standardized methodologies for discovery of lncRNAs poses a challenge for the analysis and interpretation of RNA-sequencing data. The outcome of pipelines designed to discover lncRNAs in RNA-Seq data strongly depends on factors which precede in silico analysis, such as RNA isolation or the method of preparing sequencing libraries [23]. Therefore, methods designed for enriching polyadenylated protein-coding mRNAs may not be optimal for recovering lncRNAs that are present at low levels. On the other hand, designing a large-scale RNA-Seq experiment with a large set of samples is demanding and usually some trade-offs must be made [24]. Because the main aim of our RNA-Seq experiment was to analyze the profiles of protein-coding genes, Illumina’s TruSeq Stranded mRNA protocol was chosen (Brzuzan et al., in preparation). However, this protocol can also be used for lncRNA discovery [23]. In fact, the majority of biologically functional lncRNAs reported to date are polyadenylated [25], thus approaches based on enriching polyadenylated transcripts to discover functional lncRNAs are common in pipelines based on annotated genomes, as well as those based on de novo assembled transcriptomes. For example 54,503 putative lncRNAs were discovered in rainbow trout [19] and 122,969 putative lncRNAs were reported in *Rhinella arenarum* [26]. Our pipeline based on the de novo assembly of the liver transcriptome allowed us to obtain 209,270 non-coding transcripts longer than 200 nt, of which 84,974 were labeled as putative novel lncRNAs (see further discussion, page 14).

Difficulties in comparing results of RNA-Seq in silico analysis based on de novo assembled transcriptomes may be attributed to multiple factors. For example, poor reproducibility of de novo-based analyses [27] could come from the source of the reference genome (i.e., selection of tissues), in addition to the methodologies used in preparation of the sequencing libraries. Last but not least, to obtain reliable and comparable results in discovery of lncRNAs, sequencing depth should be considered. It is estimated that, in human samples, >200 million paired-end reads are required to detect the full range of transcripts, including all possible isoforms [28]. However, this number can be much lower for differential expression analyses. For example, if the expectation is that the expression of abundant transcripts changes across conditions, 36 million reads per sample may be sufficient [24]. Because it was expected that (i) MC-LR will drastically change expression profiles of transcripts [16] and (ii) polyadenylated lncRNAs are expressed at higher abundances than non-polyadenylated lncRNAs [29], we sequenced our liver samples with 50 million reads per sample, which was sufficient to identify evolutionary conserved and novel transcripts.

In organisms without a conclusively proven reference genome, good-quality de novo assembled transcripts are a prerequisite for obtaining meaningful results in downstream analysis, such as discovery of novel transcripts [30]. We assembled whitefish liver transcriptome from 52 liver samples that originated from different experimental groups, including some that were part of another study, which extended the scope of available transcripts used for the assembly (Brzuzan et al., in preparation, Supplementary Table S1). BUSCO analysis, which estimates assembly quality based on evolutionary-informed expectations of gene content from orthologues selected from OrthoDB, showed 74.9% completeness of Actinopterygian core genes (OrthoDB v10). For comparison, the current best assembly of a whitefish full-length transcriptome based on a whole fish homogenate showed only slightly higher completeness (76.6%, OrthoDB v10, Table 1) [21]. Importantly, BUSCO recovery estimates tend to be higher in full organism assemblies than in those assembled from a set of separate tissues. For example, a whitefish tissue-based full-length transcriptome deposited in the PhyloFish database showed only 26% completeness [21]. Because our assembly of a whitefish liver transcriptome showed completeness similar to the current best whitefish whole transcriptome assemblies, we believe that it not only provided a solid foundation for our analysis, but it could also extend the completeness of current and future assemblies of whitefish transcriptomes.

Designing an accurate step-by-step pipeline for discovery of lncRNAs is an essential step for producing high-quality results. This is even more important for non-model species without a reference genome, as redundancy tends to be higher in those analyses. As a consensus state-of-the-art integrated pipeline does not yet exist, we decided to base our pipeline on a previously described pipeline for identification of lncRNAs in non-model species [22]. The core aim of this pipeline was to remove known PCTs and ncRNAs in a sequence of filtration steps. As a result, the pipeline predicts novel lncRNAs, then uses software that employs Support Vector Machine in an attempt to validate the novel transcripts by assessing protein-coding potential. Unfortunately, as both the pipeline and the validation process use BLAST results with varying levels of confidence, this validation is in fact only pseudo-independent, and thus the presented transcripts are predictions at best, and only experimental evidence can validate their true function [22]. However, a lack of an assessment of the sensitivity or the specificity of a pipeline is common among current studies aiming to classify novel lncRNA transcripts, particularly in non-model species without well-annotated genomes.

Here, we show that the putative lncRNAs differ substantially from the PCTs in terms of minimum length-corrected free energy, GC content and distribution of transcripts lengths (Figure 5). Minimum free energy is considered crucial for RNA secondary-structure stability [31]. Previous studies reported that lncRNAs have a higher free-energy level than PCTs [32,33,34], which is in line with our data. Moreover, previous findings showed that lncRNAs are less folded than PCTs due to the lower content of GC base pairs than PCTs [22,34], which was also reflected in our results. Additionally, previous studies, including studies of fish, have revealed that lncRNAs were overall enriched for shorter transcripts [19,22], which was confirmed in our study. Additionally, to validate the results of our pipeline, we performed a successful qPCR validation of selected putative lncRNA transcripts (Supplementary Figure S4).

Based on the similarity of our transcripts to the non-coding sequences deposited in the Rfam database, we identified putative whitefish liver lncRNAs whose expression was changed after MC-LR administration (known differentially expressed lncRNAs). We found that MC-LR altered expression of potent regulators of genes, such as HOTAIR, HOTTIP, HULC or MALAT1 (Figure 2E–H). Generally, lncRNAs are poorly conserved among species [8], but some of them, for example MALAT1, are conserved in mammals [35] as well as in other vertebrates, such as zebrafish [36], suggesting that they have important conserved biological roles. Moreover, MALAT1 is one of the most abundantly expressed lncRNAs in normal tissues [35,37], even similar in this regard to many protein-coding genes, such as glyceraldehyde 3-phosphate dehydrogenase (GAPDH) [38]. MALAT1 expression has been shown to be either upregulated (lung cancer, hepatocellular carcinoma) or downregulated (colorectal cancer, breast cancer) [37], indicating that its role is either cancer-promoting or tumor-suppressing. At the functional level, MALAT1 has been shown to bind various miRNAs, which promoted [39,40] or decreased cancer progression [41]. For example, knocking down MALAT1 in melanoma cells significantly upregulated the expression of tumor-suppressing MiR34a [42]. Interestingly, previous results demonstrated that MiR34a was upregulated in whitefish liver after MC-LR exposure [43,44].

Because our RNA-Seq and qPCR results showed that MALAT1 was present at a high level in normal whitefish liver, and most likely its expression was downregulated at 6 and 9 days after MC-LR exposure, this could indicate that decreased abundance of MALAT1 may also be linked with upregulated levels of MiR34a in whitefish liver after MC-LR exposure. Although the qPCR data on MALAT1 was not statistically conclusive, it was consistent with the RNA-Seq data, in that both techniques suggested or indicated, respectively, downregulation of this transcript 6 and 9 days after MC-LR exposure. Although it is too soon to speculate on whether and how this effect could potentially underlie the molecular mechanisms of MC-LR-induced liver injury, this finding adds to the little that is known about possible lncRNA and miRNA interactions in liver cells.

Previous research on MALAT1 variability has demonstrated that the majority of its transcripts are not polyadenylated [45]. However, it has been revealed that, in mammals, MALAT1 not only has a highly abundant short isoform that lacks a poly(A) tail, but also has a long isoform that is present at a much lower level and has a genomically encoded poly(A) tract. The longer isoform is further processed by RNAse P and RNAse Z to the shorter isoform. In this study, using a library preparation method that enriched only polyadenylated transcripts, we might have detected mainly polyadenylated MALAT1 transcripts, thus confirming the presence of that isoform in fish. To better study the biological function of these lncRNA, further research is required to investigate both the structural diversity and gene regulation of MALAT1.

After removal of PCTs and known NCTs, a large group of the remaining NCTs still mapped to the mRNAs deposited in the Reference Sequence database (RefSeq). However, after closer examination of particular BLAST hits, we noticed that the vast majority of our remaining NCTs mapped not to the coding parts of matched mRNA sequences, but to their non-coding 3′UTR regions. The presence of autonomous 3′UTR transcripts separated from their associated mRNAs has been documented in studies on mouse and human cells [46,47,48]. Because 3′UTR regions that were considered to be a part of the canonical transcripts are in fact biologically significant autonomous units participating in post-transcriptional regulation [48], we analyzed how expression of our putative autonomous 3′UTR transcripts corresponded to that of the PCT from the same mRNA. We found that, in the normal (unchallenged) condition, almost the same number of mRNAs had a significantly higher number of 3′UTR transcripts (48% of differentially expressed (DE) mRNAs) as those which had a higher number of PCTs (52% of DE mRNAs). This may indicate that, in normal whitefish liver, expression of those transcripts remains in a stable relationship. Moreover, we showed that exposure to MC-LR increased the abundance of PCTs while decreasing that of 3′UTR transcripts from the same mRNA (Figure 3). In pairs in which expression was changed after MC-LR exposure, 60% of the pairs had more PCTs than 3′UTR transcripts. In contrast, the same DE pairs showed the opposite pattern of expression in the control samples (i.e., 60% of the same pairs had more 3′UTR transcripts), indicating that MC-LR changed the PCT/3′UTR ratio in about 20% of DE mRNAs (depending on the duration of exposure). This also indicated that, after MC-LR exposure, expression of our putative 3′UTR transcripts changed independently of PCTs expression.

In the majority of cases, if a putative autonomous 3′UTR was DE after MC-LR exposure, the associated PCT was also DE in the same direction. Our results show that, out of all DE PCT/3′UTR pairs after 1 day of MC-LR exposure, over 82% of the paired transcripts were upregulated (Figure 3). In contrast, at after 6 and 9 days of exposure, there was no longer a majority of PCT/3′UTR pairs that were DE in the same direction. Moreover, gene ontology terms analysis showed that, after 1 day of exposure, the co-upregulated pairs were enriched in transcription regulators, suggesting that these transcripts play roles in regulating the response to severe liver damage (Figure 4A). For example, this group included both ATF3 and FOS, the subunits of the AP-1, a pro-apoptotic transcription factor. This is in line with recently published results of transcriptomic profiling of microcystin-LR in human hepatocyte cell line [49]. On the other hand, after 1 day of exposure, the co-downregulated pairs were depleted in enzyme regulators, including phosphatases, which is the canonical mode of action of microcystins [50] (Figure 4B). 

Additionally, our results show that DE PCT/3′UTR pairs at 6 and 9 days of exposure are similar in terms of function and direction of expression changes (Supplementary Figure S2). The observed changes in the liver transcriptome between the 1st and the 6th or 9th day of exposure may support our previous finding that challenging whitefish with MC-LR results in severe liver damage, which is followed by resilience to further exposures to the toxin, allowing for regeneration of the damaged organ [14]. It should be investigated whether this apparent shift in the transcriptome profile reflects remodeling of liver cell processes for repair of the tissue.

Moreover, we also found that, in response to MC-LR exposure, some putative autonomous 3′UTRs and PCTs from the same mRNA were differently expressed in opposite directions, i.e., one was upregulated while the other was downregulated (Figure 3, light and dark green bars). We were particularly interested in pairs where the 3′UTR transcripts were upregulated and the PCTs were downregulated, as this could be attributed to a recently discovered mechanism in which the 3′UTR is cleaved and shortened [48]. The discoverers of that mechanism hypothesized that it serves as a global regulatory tool that works by increasing the effectiveness of miRNA binding sites upstream of the cleavage site. This would cause levels of 3′UTRs to rise after cleavage, while levels of the corresponding PCTs would drop as a result of more effective miRNA binding. Previous studies showed that miRNAs that play roles in transcription regulation are also aberrantly expressed after exposure to MC-LR [5,16,51,52]. Because there is a possible crosstalk between various types of NCTs participating in post-transcriptional regulation of PCTs in MC-LR-induced liver injury, our results suggest the necessity of adopting a wider perspective when investigating the effects of MC-LR-induced liver damage. Researchers looking to discover all aspects of transcriptome regulation by ncRNAs in MC-LR toxicity should focus on decoding the crosstalk between NCTs and PCTs, i.e., competition between endogenous RNAs [53]. It has been shown recently that this strategy can be applied to successfully investigate mechanisms of MC-LR toxicity in other tissues. For example, Meng et al. showed a transcriptomic regulatory network of miRNAs, piRNAs, circular RNAs, lncRNAs and mRNAs that were simultaneously involved in the cytotoxicity of MC-LR in testicular tissues in mice [5].

Gene ontology terms analysis of pairs where the 3′UTR transcripts were upregulated and the PCTs were downregulated (Supplementary Figure S3D) showed genes involved in the catalytic activity and binding processes, particularly mapk3 (non-specific serine/threonine protein kinase) involved in mitogen activated protein kinase (MAPK) signaling. MAPK signaling is induced by MC-LR, which inhibits PP2A phosphatases [54]. Active MAPKs stimulate the synthesis and phosphorylation of transcription factors, which leads to an increase in cellular proliferation and tumor promotion [55]. Because it was shown that mapk3 is regulated by MIR550a-3p in breast cancer [56], it may be possible that increased MAPK signaling is compensated by the mechanism of shortening of 3′UTRs. Similarly, we also observed enriched transcripts involved in the metabolic pathways, for example, GTP cyclohydrolase 1 encoded by the GCH1 gene, which is responsible for the hydrolysis of guanosine triphosphate (GTP). In a recent study, GCH1 was found enriched in human hepatocellular carcinoma [57]. GCH1 gene expression is regulated post-translationally, e.g., by phosphorylation [58], but it was also shown that GCH1 mRNA is a target of miR-133a in endothelial cells [59].

Although we showed that the putative 3′UTR contigs were expressed independently of PCTs, some of the autonomous 3′UTRs paired with PCTs from the same mRNA could in fact be fragmented or incomplete mRNAs which were not assembled properly. However, even if a de novo transcriptome assembly approach for detecting various types of non-coding RNAs is not without flaws, it can be used as an extension to analyses based on annotated genomes. Because the detection of autonomous 3′UTR transcripts using an annotated genome needs additional enrichment of 3′UTR transcripts in the RNA isolation or library preparation steps, it requires additional sequencing runs. Alternatively, pipelines designed to analyze autonomous 3′UTRs based on the de novo assembled transcriptome may be used in a preliminary research, eventually leading to more focused sequencing runs. Furthermore, the huge collection of deposited transcriptomic data may be reused for additional de novo analysis by teams seeking direction for their studies on non-coding RNAs.

The aforementioned group of 84,974 putative novel lncRNAs contained transcripts longer than 200 nucleotides with no homology to any tested database. We showed that MC-LR upregulated expression levels of 1739 putative novel lncRNAs and downregulated 2690 (Figure 6). 

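Over the 3 days, the authors' deposited tables hold 1739 contigs upregulated on any day and 2689 downregulated on any day. Counted by Trinity gene, the upregulated ones came from 1645 genes and the downregulated ones from 2452 genes. With a base mean of at least 10, 1562 of the authors' deposited upregulated contigs and 2403 of the downregulated ones were left, and with a log2 fold change beyond 3 in size 1370 and 2277. Contigs of one Trinity gene that were past the thresholds mostly had the same direction. On day 6, 240 genes had several such contigs and 3 genes had contigs in both directions, against 85 to 136 when the directions were shuffled over contigs 1000 times. Contigs of similar sequence can share reads, which the shuffles do not allow for. On days 1 and 9, 0 and 2 genes had contigs in both directions, against 18 to 37 and 44 to 86 in the shuffles. Every MC-LR liver lay above every PBS liver in 530, 1160 and 858 of the contigs upregulated on days 1, 6 and 9, and below every one in 526, 2356 and 1435 of the downregulated ones, where chance gives 2.86% of contigs; the contigs had been chosen by a test of that difference. In edgeR's quasi-likelihood test, 933 contigs were up on any day and 1136 down at the largest deposited p of each day, and 132 and 154 after adjustment over the recovered number of tests. From the contigs changed on both days 6 and 9 and not on day 1 (Fig. 6D,E), the paper reasons that these 2 days were more alike than either was to day 1.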

We found that MC-LR-induced change in expression of putative novel lncRNAs was also reflected in change in expression of PCTs (data not shown). Because, as for now, co-expression of lncRNAs with PCTs is the most common approach for identifying potential target genes of lncRNAs [12], this will allow to identify potential target genes of lncRNAs, and to investigate their biological function in MC-LR-induced liver injury in whitefish. Moreover, putative novel lncRNAs might also serve as potential biomarkers for early detection of severe liver injury in whitefish (1 day), as well as the fish’s recovery from exposure to the toxin, including regeneration of liver tissues (6 and 9 days). 

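TRINITY_DN85645_c3_g1_i1 was upregulated on day 1 and listed on neither later day. It had 296 ± 46.3 normalized counts (SD, n = 3) in MC-LR livers of day 1 and 22.9 ± 2.07 (SD, n = 4) in PBS livers, 12.9 times as many. In the authors' deposited table its log2 fold change was 3.69 (SE 0.37, adjusted p = 4.3e-21 from DESeq2). TRINITY_DN80414_c8_g1_i5 was upregulated on all 3 days, from 1.87 ± 1.76 (SD, n = 4) in PBS livers to 424 ± 173 (SD, n = 3) on day 1. It stood at 4854 ± 2419 (SD, n = 3) on day 6 and at 3263 ± 3424 (SD, n = 3) on day 9, when the 3 livers ranged from 604 to 7127. The authors' deposited table gives it log2 fold changes of 7.82, 11.20 and 10.47 on days 1, 6 and 9, with adjusted p of 3.95e-24, 1.31e-54 and 3.44e-25 from DESeq2. TRINITY_DN83228_c13_g1_i1 fell on all 3 days, from 558 ± 89.4 (SD, n = 4) in PBS livers to 40.5 ± 14.1 (SD, n = 3) on day 1. It had no read in the 3 MC-LR livers of day 6, at least 687-fold lower than in PBS livers taking 3 counts over the group as the floor, and 1.48 ± 1.92 (SD, n = 3) on day 9. TRINITY_DN99623_c4_g1_i11 was downregulated on days 6 and 9 and not listed on day 1, with 4.97 ± 3.32 (SD, n = 3) in MC-LR and 214 ± 22.4 (SD, n = 4) in PBS livers in the table of day 6, where PBS replicate 1 stood at 248 and the others at 200 to 206, and 7.51 ± 1.55 against 239 ± 24.2 in that of day 9. In the authors' deposited table of day 6 its log2 fold change was -5.41 (SE 0.52, adjusted p = 2.41e-23 from DESeq2). Of the contigs upregulated on day 1, 34.8% were also upregulated on day 6 and 20.9% on day 9, while of those downregulated on day 1, 86.8% and 63.0% were also downregulated on these days. The difference between the directions had p = 1.05e-71 for day 6 and p = 3.52e-45 for day 9 in Fisher's exact test, two-sided, over contigs, which are not independent replicates. The later lists were of unequal length, with 1173 contigs up and 2414 down on day 6 and 869 and 1475 on day 9. All lists also rest on the same 4 PBS fish. What these add to the difference was not tested. In edgeR at the largest deposited p of each day, 23.3% of the 275 upregulated and 85.3% of the 116 downregulated contigs of day 1 were called in the same direction on day 6, and 5.45% and 19.8% on day 9 (Fisher's exact test, two-sided, p = 8.14e-31 and p = 4.41e-05), while after adjustment over the recovered number of tests 7 of 28 and 2 of 6 were on day 6 (p = 0.644 in the same exact test) and none on day 9. In a DESeq2 refit scaled by TMM of the listed contigs the shares were 36.5% of 521 upregulated and 79.9% of 239 downregulated contigs on day 6, and 22.3% and 28.0% on day 9 (p = 6.6e-30 and p = 0.0998 in Fisher's exact test, two-sided). All listed contigs were chosen as changed, while TMM takes most contigs as unchanged, so the scaling itself can shift these shares. Contigs not listed on a day have no counts for that day here, so a level on days 6 and 9 is not given for the contigs of day 1 alone.

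**Figure D2:**
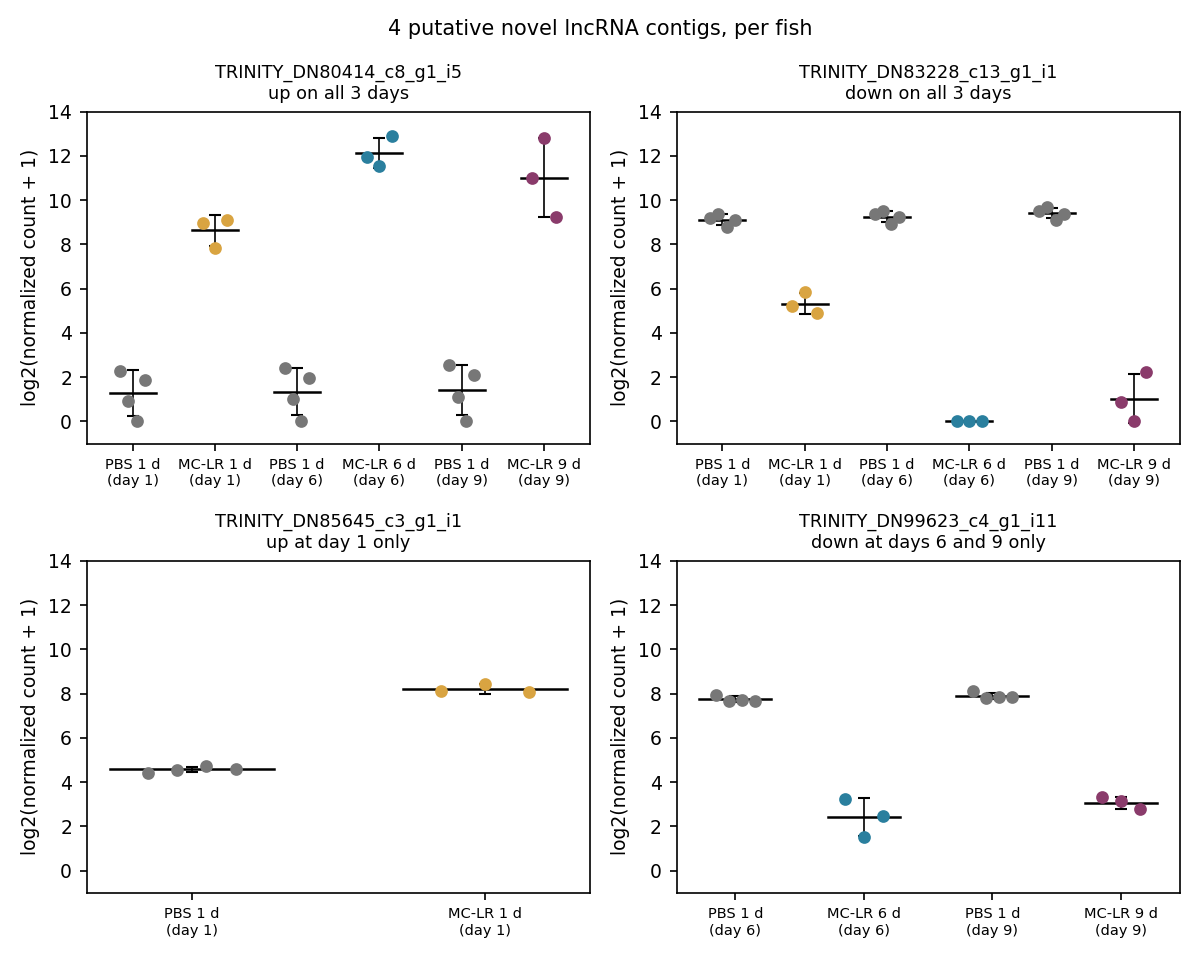
Log2(normalized count + 1) of 4 contigs in each fish, with the mean and SD of each group. The PBS fish are the same 4 in each panel and are scaled as in the table of the day given in brackets. The 3 MC-LR livers lie apart from the 4 PBS livers in every comparison, and in the MC-LR livers of day 6 TRINITY_DN83228_c13_g1_i1 is at 0.

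**Figure D3:**
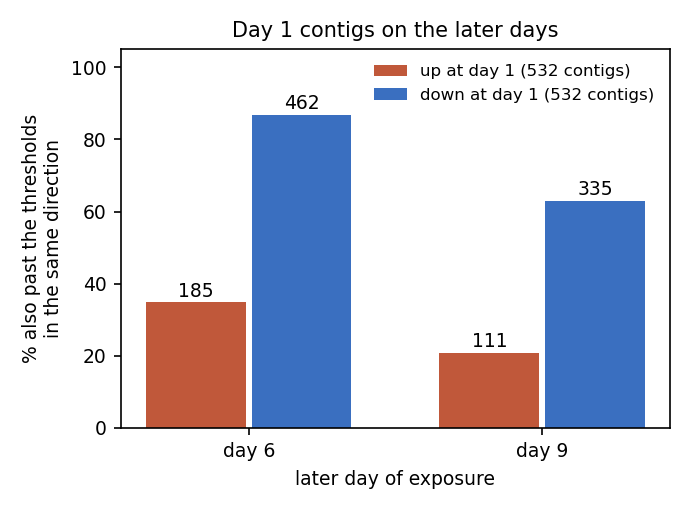
Percent of the contigs upregulated (red) or downregulated (blue) on day 1 that also passed the study's thresholds in the same direction on days 6 and 9, with the number of contigs above each bar. Of 532 contigs each, 185 of the upregulated and 462 of the downregulated ones did so on day 6.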

As demonstrated in certain types of cancers [60], lncRNAs have highly specific expression patterns and relatively stable secondary structures, and are efficiently detected in blood, plasma and urine. With these properties, they have the potential to serve as novel noninvasive biomarkers for drug-induced liver injury [13,61,62]. Additionally, our previous results suggests that the non-coding MiR122 can be a non-invasive biomarker for detecting liver damage in fish, and a promising alternative to current gold-standard hepatotoxicity markers [63].

The adverse effects of MC-LR in whitefish are not limited only to the liver. For example, we previously showed that MC-LR caused brain injury in whitefish [64]. Although plasma levels of brain-specific MiR124-3p were not altered, it is possible that some brain-specific lncRNAs could serve as biomarkers of brain injury. Interestingly, MALAT1 shows relatively high expression in the brain, where it is involved in regulating synaptogenesis [65]. MALAT1 was downregulated in glioma [66] and is able to regulate levels of MiR124 in various diseases, including Parkinson’s disease [67]. Future studies will advance understanding of the roles of lncRNAs in MC-LR toxicity and will likely reveal novel biomarkers and targets for treatment. It will also be important to determine whether the aberrantly expressed lncRNAs detected in this study can be detected in noninvasively collected samples.

## 4. Materials and Methods

### 4.1. Fish Maintenance and Exposure

This study is a part of larger project which aimed to examine changes in the liver transcriptome of whitefish exposed to MC-LR and the effects of intervention with the use of microRNA 92b-3p synthetic analogs (mimic and inhibitor) on the transcriptome. Experimental details concerning maintenance and exposure of the individuals used in this project will be described in separate papers (Brzuzan et al., Woźny et al., in preparation). In the current study, a total number of 52 individuals from the RNA-Seq of the whole project were used in order to assemble the reference transcriptome (Supplementary Table S1). However, only 30 individuals from the project were used to assess MC-LR effects on expression of non-coding transcripts.

Fish maintenance and exposure were conducted at the Department of Salmonid Research in Rutki (Inland Fisheries Institute in Olsztyn, Poland). The department also provided fish for this study. All animal-related procedures were approved by the Local Ethics Committee for Experiments on Animals in Olsztyn, Poland (resolution No. 44/2016 of 30 November 2016). Juvenile whitefish (mean ± standard deviation (SD): 29.9 ± 1.6 g, 17.0 ± 0.4 cm) were kept in flow-through tanks supplied with well (underground) water. Water temperature in the tanks was 9.3 ± 0.2 °C and oxygen level was 10.3 ± 0.6 mg·L^−1^. Throughout the experiment, all the fish were fed with a minimal feeding procedure dependent on the water temperature, caloric content of the feed and predicted fish mass. However, 1–2 days prior to exposure (intraperitoneal injections) or collection of samples, the fish were deprived of food.

The dose of MC-LR (100 μg·kg^−1^ of body mass) and the treatment periods (1, 6, 9 and 14 days) were based on our previous studies on molecular and physiological responses of whitefish to this toxin [14,16,68]. MC-LR (purity ≥ 95%; high-performance liquid chromatography, HPLC) was obtained from Enzo Life Sciences (Enzo Biochem, Inc.; Farmingdale, NY, USA) and dissolved in phosphate buffer saline (PBS) as a solvent vehicle. Prior to exposure, randomly selected individuals from each group were anesthetized by immersion in MS-222 solution, and then they received an intraperitoneal injection of the MC-LR solution. To maintain continuous exposure, the MC-LR injection (100 μg·kg^−1^ of body mass) was repeated after 7 days of the experiment. Fish that received an intraperitoneal injection with pure PBS served as a negative control group. Throughout the exposure period, fish from the different groups were kept in separate tanks. Each experimental group (PBS or MC-LR) in each treatment period (1, 6, 9 and 14 days) consisted of *n* = 6 individuals, thus in total, 30 individuals were used in our MC-LR-treatment study. The number of fish in each experimental group was estimated based on our previous work [16], where we demonstrate that this group size is sufficient to observe a distinct effect of MC-LR on ncRNA expression pattern.

After each exposure period, randomly selected individuals from each group were euthanized by the MS-222 anesthetic overdosing (immersion in 300 ppm solution) and fragments of their livers were collected and preserved in RNAlater solution according to the manufacturer’s recommendations (Sigma-Aldrich, St. Louis, MO, USA). All the fish used in this study were euthanized via an overdose of MS-222.

### 4.2. RNA Isolation, Sequencing and Initial De Novo Assembly

Total RNA was extracted from the RNAlater-preserved liver fragments (approximately 20 mg) using a PureLink RNA Mini Kit (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. To remove the genomic DNA residue, the extracted samples were incubated with TURBO DNAse (Invitrogen, Carlsbad, CA, USA) and then purified using the PureLink RNA Mini Kit. RNA integrity was evaluated with an Agilent Bioanalyzer 2100 with an Agilent 6000 Nano Kit and the samples with mean RNA integrity number (RIN) > 8 were taken for library preparation with the Illumina TruSeq Stranded mRNA Library Prep protocol. The libraries were sequenced with an Illumina HiSeq4000 sequencer (250–300 bp insert cDNA size, PE150, 50 M reads, 15 Gb).

The workflow used to profile changes in expression of putative ncRNAs in MC-LR-induced liver injury in whitefish is shown in Figure 1. Quality control of raw sequencing reads was performed with FastQC, version 0.11.8. To remove adapter sequences and low-quality bases, the reads were processed using Trimmomatic, version 0.36 [69]. After quality trimming, every 6th read (starting from the 6th) was selected for downstream analysis. Selected reads were assembled into a reference genome using Trinity, version 2.5.1, with the default parameters [70]. Trimmed reads were mapped back to the reference genome using Bowtie2, version 2.3.5.1 [71].

### 4.3. ncRNA Identification Pipeline

The following pipeline was based on Reference [22]. First, the Trinity de novo assembled genome was filtered for redundant transcripts using the cd-hit-est algorithm of CD-HIT [72], with a sequence identity threshold of 0.9. Filtering by expression was executed with RSEM [73] implemented by the Trinity-provided perl script ‘align_and_estimate_abundance’. Transcripts with expression levels below FPKM = 1.50 (fragments per kilobase of transcript per million mapped reads) were filtered out from the dataset.

To assess the quality of the filtered de novo assembled transcriptome, we quantified its completeness by comparing it with a set of highly conserved single-copy orthologs. Using the BUSCO v2 pipeline [74], we compared our assembly with the predefined set of 3640 Actinopterygian single-copy orthologs from the OrthoDB v10 database [75]. BUSCO analysis calculated the number of orthologs, whose length was within two standard deviations of the mean length of the given BUSCO (complete BUSCOs, C), complete BUSCOs represented by single-copy transcript (single-copy BUSCOs, S), complete BUSCOs evidenced by more than one transcript (duplicated BUSCOs, D), partially recovered BUSCOs (fragmented BUSCOs, F) and not recovered BUSCOs (missing BUSCOs, M). To verify our assembly, we repeated exactly the same procedure with the most complete whitefish whole transcriptome available to date [21].

Next, the transcripts were searched for open reading frames (ORFs) by Transdecoder, version 2.0.1 [76]. To identify protein coding transcripts, ORFs and transcripts were searched against the UniProt-Swiss-Prot and Atlantic salmon proteins reference databases (GCF_000233375.1) using blastp and blastx from the BLAST+ suite with a threshold E-value of 1 × 10^−3^ [77]. Protein family searches were performed with the Pfam 32.0 database [78] using the ORF protein sequences in HMMER, version 3.2.1. Finally, the top BLAST hit based on the bit score, E-value and percent alignment, and all HMMER hits were loaded into Trinotate, version 3.2.1, to generate an annotation report [79]. Based on the report, transcripts that were not PCTs were then filtered against the RFAM database, version 12.0 [80], by the cmscan algorithm implemented by Infernal, version 1.1.3 [81]. Any hit that Infernal considered significant using the default parameters was filtered out (and labeled as a known ncRNA). All remaining putative novel NCTs were further validated by calculating coding potential using Coding Potential Calculator (CPC) [82].

To further verify that the remaining contigs were completely separated from mRNAs, putative novel non-coding transcripts were subjected to a blastn search against the Reference RNA Sequences database (NCBI, refseq_rna). Any transcript that was identified as “mRNA” was set together in a pair with corresponding PCT of the same mRNA. Only transcripts which had a corresponding PCT were subjected to further analysis (putative autonomous 3′UTRs).

At this point, all transcripts that were considered to be either known ncRNAs or putative novel ncRNAs, as well as transcripts identified as Atlantic salmon proteins (PCTs) and putative autonomous 3′UTR transcripts, were counted in each sequenced sample using samtools idxstats (Figure 1B) [83].

### 4.4. Free-Energy Levels of Non-Coding Transcripts

The minimum free-energy of each transcript was calculated using the rnafold algorithm implemented by ViennaRNA, version 2.4.12 [84], using the following options: –p –d2 –noLP. The minimum free-energies of the transcripts were then compared to the minimum free-energies of a randomly selected set of protein coding transcripts (Figure 5A).

### 4.5. Functional Annotation of Putative Autonomous 3′UTRs and PCTs of the Same mRNA

GO analysis (http://www.geneontology.org) was performed to construct gene annotations. To retrieve GO IDs for particular proteins, we used the Retrieve/ID mapping tool from the UniProt website [85]. WEGO (Web Gene Ontology Annotation Plot) was used to visualize the results [86]. A *p*-value < 0.05 was considered to indicate a statistically significant difference.

### 4.6. Real-Time PCR

To profile known and putative novel lncRNA expression, reverse transcription (RT) was carried out using SuperScript IV Reverse Transcriptase (Thermo Scientific, Waltham, MA, USA). The reaction contained 1 µg total RNA, 4 µL 5× RT buffer, 1 µL 0.1 M DTT, 1 µL 10 mM dNTP mix, 1 µL Ribonuclease Inhibitor and SuperScript IV RT enzyme, and 1 µL 50 µM Oligo(dT)20 primer. The reaction was carried out at 23 °C for 10 min, 55 °C for 10 min and 80 °C for 10 min. Synthesized cDNA samples were diluted (20×), stored at −80 °C, and thawed only once, just before the amplification.

Real-time PCR was used to determine relative expression of known and putative novel lncRNAs in the cDNA samples. Reactions were carried out in final volumes of 20 µL, consisting of 10 µL Power SYBR Green PCR Master Mix (Life Technologies, USA), 0.25 µM of each primer (forward and reverse; Table S3), 1 µL cDNA template and 7 µL PCR-grade water. Amplification was performed with a Quant Studio 5 Real-time PCR System (Applied Biosystems; Foster City, CA, USA) with the following conditions: 95 °C for 10 min, then 45 cycles of 95 °C for 15 s and 60 °C for 1 min. The reaction for each sample was carried out in duplicate. No-template controls (NTCs) were included to test for the possibility of cross-contamination. To check the quality of each PCR product, melting curve analyses were performed after each run. For normalization of data from the treatment (MC-LR) and control (PBS) groups, “uncharacterized transcript” was used as a reference gene. This transcript was selected based on RNA-Seq results. Its stability was confirmed by Real-Time PCR (standard deviation (SD) of quantification cycle (Cq) ± 0.84).

### 4.7. Statistical Methods

Contigs that were differentially expressed (DE known and novel lncRNAs, DE 3′UTRs, DE PCTs) in the MC-LR-treated and the control (PBS) groups were indicated using the DESeq2 package, version 1.28.0 [87] for R, version 3.6.3 [88]. Adjusted *p*-values were calculated with Benjamini and Hochberg’s method [89]. Thresholds of a log2 fold-change >|2| and an adjusted *p*-value < 0.001 were used to filter out contigs with the smaller and less statistically significant differences between groups.

Before assessing the differences in minimum free-energy and content of GC base pairs, we used histograms and normal Q-Q plots (shown in Supplementary Figure S5) to assess the distribution of the data. These methods indicated that, considering the large sample size, any deviations from normality were too small to be important. Thus, we assessed differences between groups using Welch’s *t*-test, which is robust to violations of the assumption of homoscedasticity. 95% confidence intervals for differences are shown in square brackets in the main text, e.g., [9.5, 11.7]. Statistical calculations were handled in Python’s statistical modules (Sci-Py, StatsModels). Confidence intervals were calculated using the R Tidyverse package.

Statistical calculations for qPCR data were performed using GenEx 7.0. To assess the significance of difference between groups, one-way independent analysis of variance (ANOVA) was used after log-transforming the data, followed by Dunnett’s post hoc test.

### 4.8. Data Availability

The raw data from this study have been submitted to the NCBI SRA database. The accession numbers for data from the individual samples are given in Supplementary Table S1. De novo assembled whitefish liver transcriptome and sequences of transcripts identified in this study have been deposited in The Dryad Digital Repository (https://datadryad.org).

## 5. Conclusions

In this study, we detected differentially expressed polyadenylated lncRNAs in whitefish exposed to MC-LR. To achieve this, we constructed an extensive liver transcriptome that can be used to complete the current whitefish genome assemblies or to curate ones that are developed in the future. We obtained a dataset that provides a starting point for future studies on the role of lncRNAs in MC-LR-induced liver injury and subsequent liver regeneration. Among the detected DE transcripts, we identified novel, uncharacterized contigs that could potentially be used as non-invasive biomarkers of MC-LR-induced liver injury in whitefish. In addition, we detected transcripts with homology to lncRNAs previously described in other species. Current understanding of lncRNAs is limited [90], and we believe that our work is a step toward better understanding lncRNA expression and functions in the context of MC-LR toxicity, and the mechanisms of MC-LR toxicity in general. Lastly, we believe that to fully understand the molecular functions of lncRNAs, studies should adopt a broader perspective, including simultaneous analysis of all aspects of the network of competing endogenous RNAs. For that purpose, a combination of different methods of library preparation for RNA sequencing should be considered, which also may allow new types of RNA to be uncovered.

## Figures and Tables

**Figure 1:**
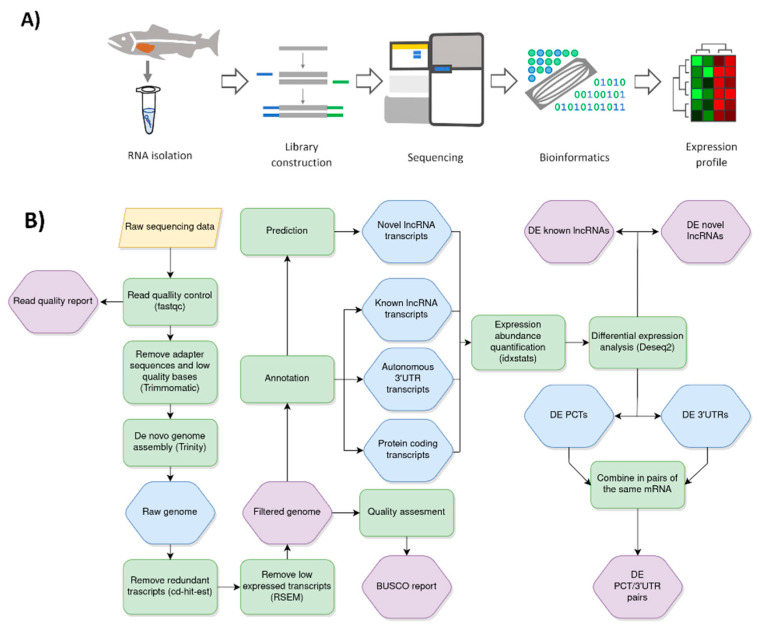
Schematic representation of pipeline used to profile changes in expression of putative long non-coding RNAs (lncRNAs) in microcystin-LR (MC-LR)-induced liver damage in whitefish. (**A**) Overview of the experimental procedure. (**B**) Bioinformatic analysis workflow. Yellow shapes indicate pipeline input, green shapes indicate action step taken in analysis, blue shapes indicate output of an action, purple shapes indicate final output. DE, differentially expressed; PCTs, protein coding transcripts.

**Figure 2:**
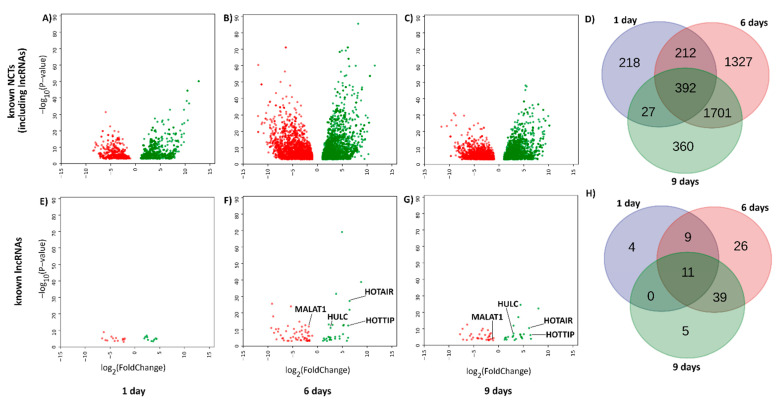
Differentially expressed putative known non-coding RNAs after MC-LR exposure. (**A**–**D**) Volcano plots and Venn diagram of differentially expressed (DE) transcripts with homology to any transcript deposited in the Rfam database (including lncRNAs). (**E**–**H**) Volcano plots and Venn diagram of DE transcripts with homology to transcripts labeled as lncRNAs in the Rfam database. Data points represent downregulated (red) or upregulated (green) putative known ncRNAs. Expression of putative metastasis-associated-in-lung-adenocarcinoma transcript-1 (MALAT1) transcript was downregulated at 6 and 9 days of microcystin-LR (MC-LR) exposure. Thresholds of a log2 fold-change > |2| and an adjusted *p*-value < 0.001 were used to filter out contigs with the smaller and less statistically significant differences between groups.

**Figure 3:**
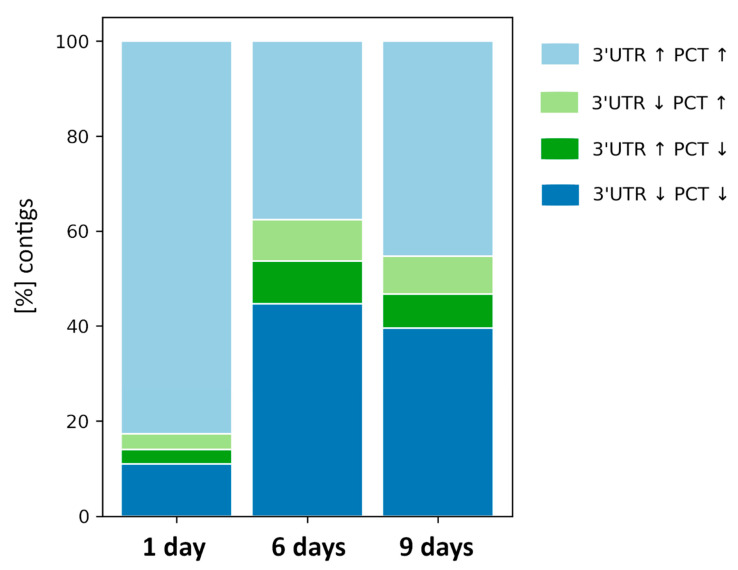
Pairs of differentially expressed (DE) putative autonomous 3′ untranslated regions (3′UTRs) and protein coding transcripts (PCTs) from the same mRNA in whitefish liver after microcystin-LR (MC-LR) exposure. Bars show percentages of DE contigs from the same mRNA that were both upregulated (light blue) or downregulated (dark blue), as well as those with opposing expression profiles (light and dark green). Arrows in the figure legend shows direction of expression changes (up- or down-regulated).

**Figure 4:**
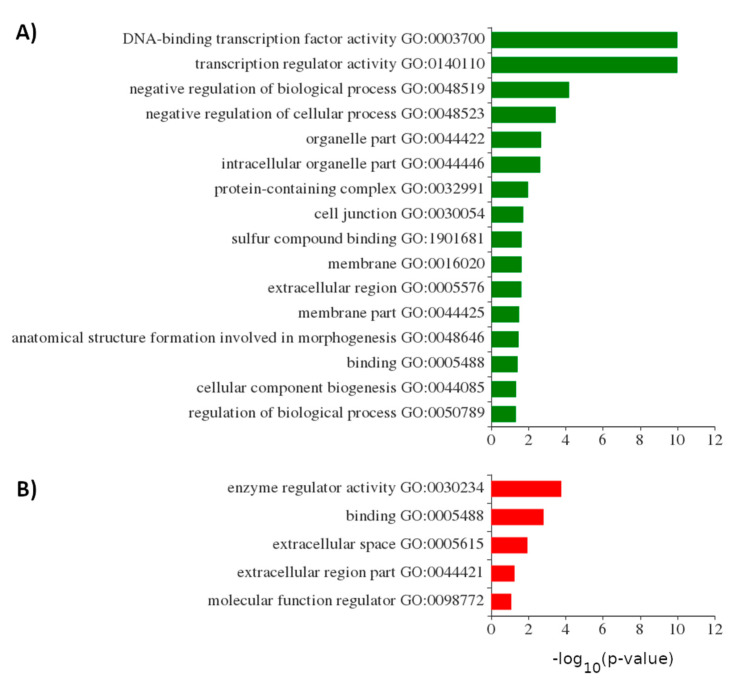
Gene ontology (GO) of co-expressed pairs of putative autonomous 3′UTRs and protein coding transcripts (PCTs) from the same mRNA that were upregulated (**A**) or downregulated (**B**) after microcystin-LR (MC-LR) exposure. Figure shows enriched (**A**) or depleted (**B**) gene ontology terms for pairs that were upregulated (**A**) or downregulated (**B**) at 1 day compared to 6 and 9 days. Horizontal bars represent the corresponding *p*-values of each regulated transcript pairs, *p* < 0.05.

**Figure 5:**
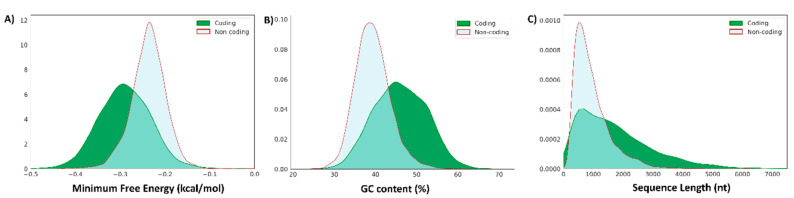
Distributions of length-corrected minimum free energy, content of guanine-cytosine (GC) base pairs and transcript lengths differ between protein coding transcripts (PCTs) and putative novel lncRNAs. (**A**) lncRNA transcripts have a higher mean length-corrected minimum free energy (−0.237 kcal/mol/nt) than PCTs (−0.289 kcal/mol/nt). (**B**) lncRNA transcripts have a lower mean GC base pair content (0.393) than PCTs (0.460). (**C**) Distribution of sequence lengths differ between lncRNAs and PCTs. Note that the distribution of PCT sequence lengths includes many longer sequence lengths.

**Figure 6:**
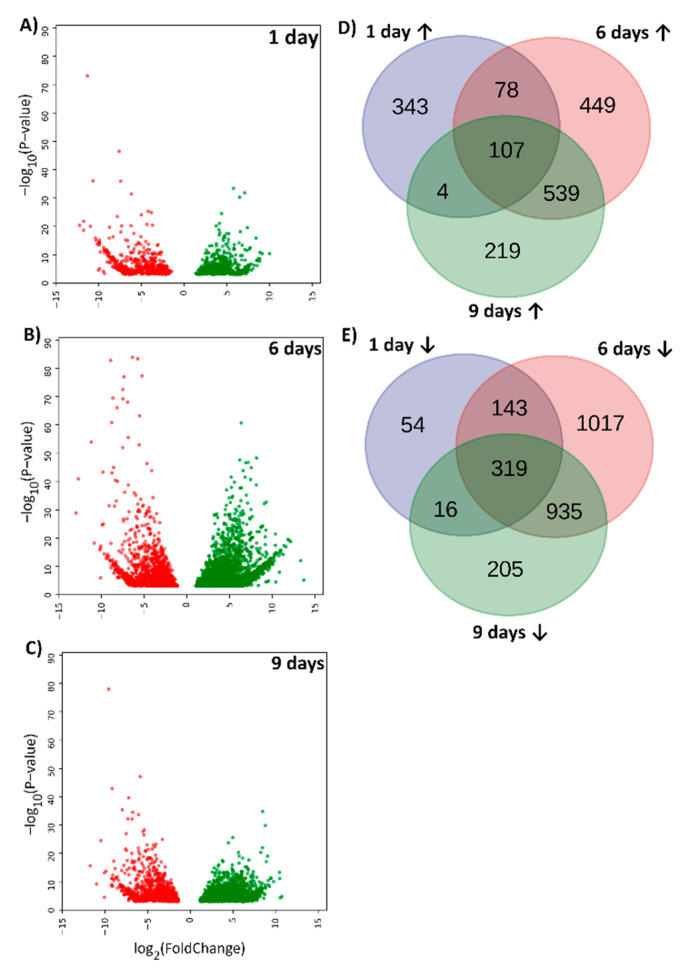
Microcystin-LR (MC-LR) induced differentially expressed (DE) putative novel lncRNAs in whitefish liver. Volcano plots after 1 day (**A**), 6 days (**B**) and 9 days (**C**) of exposure; data points represent downregulated (red) or upregulated (green) putative novel lncRNAs. Venn diagrams of upregulated (**D**) and downregulated (**E**) putative novel lncRNAs after MC-LR exposure. Note that days 6 and 9 are more similar to each other than to day 1 in terms of which lncRNAs were DE on those days. Thresholds of a log2 fold-change > |2| and an adjusted *p*-value < 0.001 were used to filter out contigs with the smaller and less statistically significant differences between groups.

**Figure 7:**
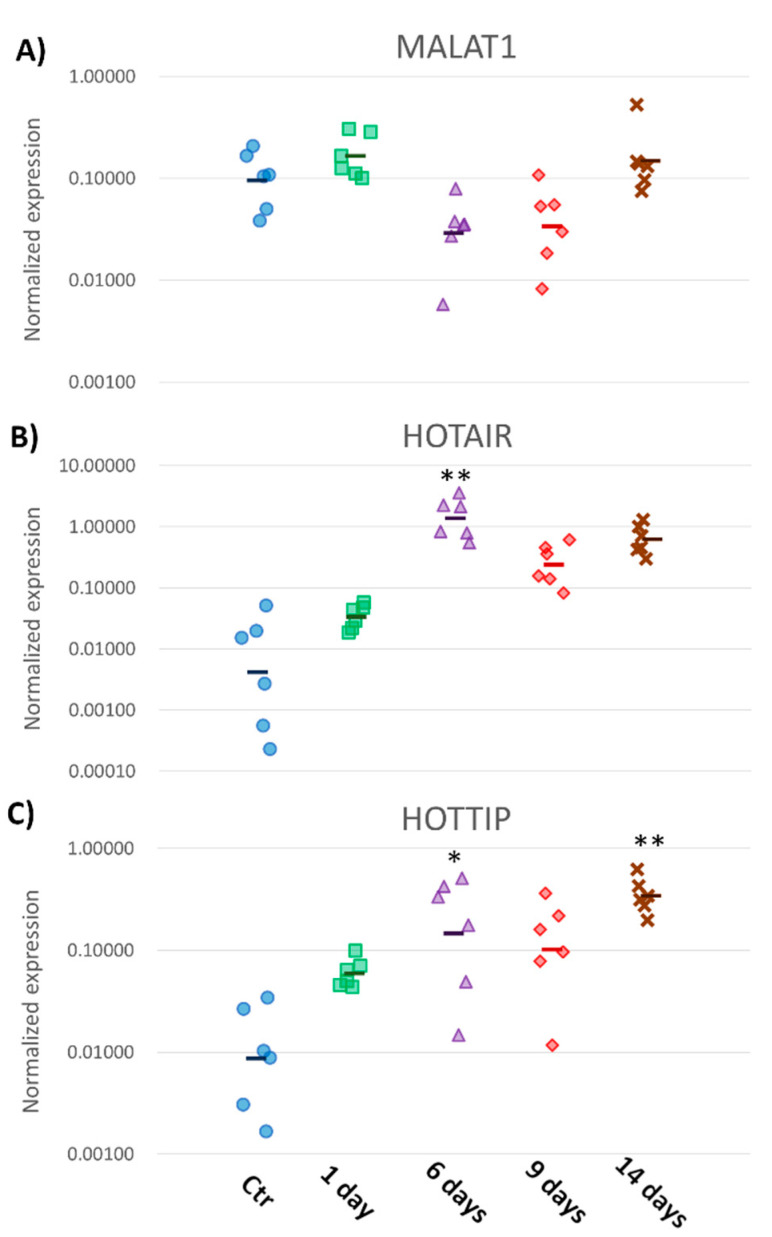
Expression of putative metastasis-associated-in-lung-adenocarcinoma transcript-1 (MALAT1) (**A**), HOX transcript antisense RNA (HOTAIR) (**B**) and HOXA transcript at the distal tip (HOTTIP) (**C**) in whitefish liver after 1, 6, 9 and 14 days of MC-LR exposure quantified using Real-Time polymerase chain reaction (RT-PCR). * *p* < 0.05; ** *p* < 0.01. Ctr—control, unchallenged group. Points represent individual fish in respective experimental group.

**Table 1:** Summary of the complete, duplicated, fragmented and missing orthologs inferred from the Benchmarking Universal Single-Copy Orthologs (BUSCO) search against the orthologs for *Actinopterygii.*

BUSCO Statistic	Whitefish Liver; OrthoDBv10 (This Study)	European Whitefish Whole Transcriptome; OrthoDBv10 [21]
Complete BUSCOs (C)	2725 (74.9%)	2786 (76.6%)
Complete and single-copy BUSCOs (S)	1780 (48.9%)	1713 (47.1%)
Complete and duplicated BUSCOs (D)	945 (26.0%)	1073 (29.5%)
Fragmented BUSCOs (F)	272 (7.5%)	320 (8.8%)
Missing BUSCOs (M)	643 (17.6%)	534 (14.6%)
Total BUSCO groups searched	3640	3640

## Data Availability

The raw data from this study have been submitted to the NCBI SRA database. The accession numbers for data from the individual samples are given in Supplementary Table S1. De novo assembled whitefish liver transcriptome and sequences of transcripts identified in this study have been deposited in The Dryad Digital Repository (https://datadryad.org). The results of gene expression have been submitted to the NCBI Gene Expression Omnibus database.

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/22/2/941/s1. Table S1: Detailed statistics on the quality of sequencing data from all (52) samples used for de novo assembly of the whitefish liver transcriptome. Samples in bold were used in this study for quantitative analysis of lncRNA. Table S2: Contig metrics of the filtered de novo assembled liver transcriptome. All metrics were calculated using Transrate, version 1.0.3. Table S3: Sequences of primers used in RT-qPCR. Figure S1: Alignment of our putative MALAT1 transcript to the seed sequence of human MALAT1 deposited in the Rfam database. (A) Output of cmscan hit alignment. (B) ClustalO alignment. Figure S2: Comparison of gene ontology terms of co-upregulated (A) and co-downregulated (B) putative PCT/3′UTR transcript pairs at 6 days (red bars) and 9 days (gray bars) of MC-LR exposure. Figure S3: Gene Ontology terms of DE contigs from the same mRNA after 1 day of the experiment that were both upregulated (A) or downregulated (C), as well as those with opposing expression profiles (B,D). Figure S4: Expression of selected putative novel lncRNAs in whitefish liver after 1, 6, 9 and 14 days of microcystin-LR (MC-LR) exposure quantified using RT-qPCR. Transcripts were selected based on RNA-Seq results. * *p* < 0.05 and ** *p* < 0.01. Points represent individual fish in respective experimental group. Figure S5: Histograms and normal Q-Q plots of minimum free-energy (MFE), content of GC base pairs and sequence length in protein-coding transcripts (PCTs) and non-coding transcripts (NCTs).

## Abbreviations

ATF3	activating transcription factor 3
BLAST	Basic local alignment search tool
BUSCO	Benchmarking set of Universal Single-Copy Orthologs
bp	base pair
DE	Differentially expressed
DILI	Drug-induced liver injury
FOS	fos proto-oncogene
GCH1	GTP cyclohydrolase 1
GO	Gene ontology
HOTAIR	HOX transcript antisense RNA
HOTTIP	HOXA transcript at the distal tip
HULC	Highly up-regulated in liver cancer
lncRNA	long non-coding RNA
MAPK	mitogen activated protein kinase
MC	microcystin
MC-LR	microcystin-LR
NCBI	National Centre for Biotechnology Information
ncRNAs	non-coding RNAs
NCTs	non-coding transcripts
miRNA	microRNA
ORF	Open Reading frame
PCTs	protein-coding transcripts
piRNA	piwi-associated RNA
RIN	RNA integrity number
RT	Reverse transcription
siRNA	small interfering RNA
SVM	Support Vector Machine

How the deposited data were processed for this re-analysis (not part of the article)

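Livers of 13 juvenile whitefish were compared: 4 fish of day 1 injected with PBS and 3 fish each of days 1, 6 and 9 injected with 100 μg of MC-LR per kg of body mass, with the injection repeated after 7 days. Each fish is 1 library, assigned to its group by its label and by its individual number in Table S1. The paper's methods give more fish per group than the 13 libraries analysed here.

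The authors trimmed the reads with Trimmomatic 0.36, assembled them de novo, removed contigs of low abundance by RSEM and counted the reads of each contig in each fish with SAMtools, and these counts were deposited unnormalized. The signal, a mean normalized count over the 7 fish of a comparison, was computed by the authors as counts divided by DESeq2's size factors. The log2 fold changes and their standard errors were deposited as the authors' DESeq2 1.28.0 gave them, as PBS over MC-LR. The score is the authors' Wald statistic, the log2 fold change over its standard error. Each p-value and its Benjamini-Hochberg adjusted value are those of the authors' Wald test, and the deposited tables list only contigs with an adjusted p under 0.001. No count column belonged to a sample outside the 13. The contigs have no genome position or gene name here, and none of their IDs matched the table of gene names that was used.

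The size factors of each comparison were recovered by solving the deposited base means for them, and the base means then came back from the counts with a relative error of at most 5.77e-15. The smallest number of tests behind the deposited adjusted p was recovered from the p and adjusted p as 85772, 96497 and 100278 for days 1, 6 and 9, taking a rank as whole within 0.0001, which held for 88.0%, 91.3% and 87.2% of the contigs. Upregulated and downregulated contigs are those of the authors' deposited tables with an adjusted p under 0.001 and a log2 fold change beyond 2 in size, the thresholds of the paper.

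The design fixed before the data were examined called for edgeR's quasi-likelihood test if the counts of all tested transcripts were given, and for the deposited values if only the output of DESeq2 was given. The tables hold counts of the listed contigs alone, a case between the cases foreseen, and the deposited calls were taken as the main values. This choice was made after a first run of edgeR, adjusted over the recovered number of tests, had been seen. That run is reported with the others. In edgeR the listed contigs were fitted with the recovered size factors, and calls were made in 3 ways: at an unadjusted p no larger than the largest deposited p of that day, by adjustment over the listed contigs alone, and by adjustment over the recovered number of tests. All 3 ways were chosen after the tables had been seen, the first and second after the result of the third. In the third way ranks were taken among the listed contigs alone and the number of tests is the smallest that the deposited values allow, so these adjusted p could lie above or below those over all tests. On every day the deposited values give the last listed contig a rank above the number of listed contigs. If edgeR ordered the other tests alike, these adjusted p are too large. Since the listed contigs were selected by DESeq2 on the same fish, no refit is an independent test of them. Refits with DESeq2 were also made with TMM of the listed contigs, with clean reads as scaling, with Cook's distance, with the replicate number as a block and without each fish in turn.

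Lists of different days were compared by their shared contigs, beside the number that independent lists would share, beside 200 simulations of unchanged groups set against the same controls, and with the 4 PBS fish split into separate pairs for the 2 days. Differences between days were tested by a Wald test on the deposited log2 fold changes and standard errors, at an adjusted p under 0.05. The fish of several days were also put in 1 DESeq2 fit, on the contigs listed on each of these days, with the size factors of the later tables brought to those of the first by the PBS fish. Correlations are across contigs. Levels per fish are given as log2(normalized count + 1) where a log scale is used, and a contig without reads in a group was given a floor of 3 counts over the group. Library depth and GC content, from Table S1, were compared by two-sided exact permutation tests over the 35 splits of 7 fish. Clean reads ranged from 50884809 to 70023698 per library, and contigs whose group mean lies under 1 normalized count rest on few reads at this depth.

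At most 4 contigs are named, by a rule set before the data were examined: the contig up on all 3 days and the contig down on all 3 days whose largest adjusted p is smallest, the contig up on day 1 and listed on no other day with the smallest adjusted p, and the contig down on days 6 and 9 and not listed on day 1 whose larger adjusted p is smallest.

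The refits were tested on simulated counts with 200 contigs changed. DESeq2 recovered 56.0%, 75.0% and 66.0% of those changed by a log2 fold of 3 on days 1, 6 and 9, and 95.0%, 97.0% and 95.0% of those changed by 5, with 4, 7 and 9 false calls among 900, 3666 and 2343 unchanged contigs. Calls were made at the largest deposited p of DESeq2's Wald test, 5.09e-05, 0.000201 and 0.000134 on these days. These are more false calls than such p allow for. The p of DESeq2, the tool behind the deposited calls, were thus too small on these simulated counts. At the largest deposited p, edgeR recovered 3.00%, 41.0% and 19.0% at a log2 fold of 3 and 66.0%, 82.0% and 59.0% at 5, with 1, 1 and 0 false calls. The test of differences between days recovered 87.5% of 200 simulated contigs with a log2 difference of 6, with 1 false call among 1800 unchanged contigs. The largest median change in size between days was 1.29, for downregulated contigs on days 1 and 6. Recovery of such smaller differences was not measured, so few contigs found to differ does not mean that few did.

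The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.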

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

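The test of library depth against contigs without reads was chosen only after its result was seen, and the readings of the fading test, of the first test for an outlying fish and of the test of expected reads were changed after their values were seen. The tests of the differences between days, of expression level and of leaving out each fish were written before.

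Of the contigs listed on days 1 and 6, 160 of 679 had a log2 fold change of different size on the 2 days by the Wald test of the difference at an adjusted p under 0.05, 147 of them larger on day 6. Between days 1 and 9, 41 of 483 differed, 29 of them larger on day 9, and between days 6 and 9, 18 of 2075 differed, all 18 smaller on day 9. This test takes the days as independent although they have the same controls: between days 6 and 9, 163 differed with the standard error reduced for the shared controls, and 88 with the fish of both days in 1 fit, 10 of them larger on day 9. For days 1 and 6 these counts were 255 and 218, with 35 of the 218 smaller on day 6, and for days 1 and 9 they were 113 and 82, with 28 of the 82 smaller on day 9. None of these tests was run with counts scaled by clean reads, which would move the log2 fold changes of each day by a different amount.

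TRINITY_DN99623_c4_g1_i11 had a PBS fish far from the others: replicate 1 stood at 248 normalized counts in the table of day 6, with a gap of 0.877 of the group's range, and at 276 in that of day 9, with a gap of 0.882. Both values are of the same fish and the same counts, and 2 of 19 groups of PBS values lay beyond Dixon's 95% critical value, where chance gives about 1 in 20.

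The deposited tables also list contigs that pass the adjusted p with a log2 fold change of 2 or less in size, which the paper's counts leave out: 36 on day 1, 279 on day 6 and 199 on day 9. Their median base means were 166, 165 and 223, against 40.3, 42.4 and 50.7 for the contigs past 2.

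Contigs upregulated on day 1 were less often upregulated on day 6 than contigs downregulated on day 1 were downregulated, in the deposited calls, in DESeq2 refits scaled by TMM or clean reads, with the replicate block and without each fish, and in edgeR at the largest deposited p; in edgeR adjusted over the recovered number of tests the shares were 25.0% of 28 and 33.3% of 6, with p = 0.644 in Fisher's exact test. That contigs of lower expression or smaller change were the whole cause is argued against. Among contigs with a base mean of at least 50 and a log2 fold change of at least 4 in size the shares were 63.2% of 87 and 94.3% of 122. This is a difference of 31.0 percentage points (95% interval 20.1 to 42.0), against 52.1 over all contigs of day 1. The 2 directions were not matched within these bounds, so levels and sizes there stay open. The 95% intervals given here are over contigs, which are not independent replicates, and can be too narrow. A single outlying fish on day 1 as the whole cause is argued against for the listed contigs alone. In DESeq2 refits without each MC-LR fish of day 1 in turn the smallest difference was 45.3 percentage points (95% interval 38.5 to 52.1). These contigs were listed with all 3 fish, so any that pass only without 1 of them are absent. The upregulated share was 33.7% with all fish, 46.5% and 45.9% without replicates 1 and 2, and 32.5% without replicate 3. That in 88.3% of the 341 upregulated contigs not listed on day 6, and in 82.2% of the 185 upregulated on both days, every MC-LR fish had at least 4 times the PBS mean argues nothing, as these contigs were chosen by a test on the same fish. Whether the response of day 1 may have faded by day 6 stays open: the median log2 fold change of contigs upregulated on both days was 0.16 larger on day 6, but those contigs were selected for being up on day 6, and the levels of the others on day 6 were not analysed here. Time since injection and tank, which differ together between the groups, also stay open, as untested. So do the unequal lengths of the later lists and the PBS fish that all lists share.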

How the results depend on the processing

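The alternatives in edgeR, those scaled by clean reads, those with Cook's distance, those with separate PBS pairs, the fits of several days together and those of the shares of day 1 contigs changed on later days were chosen after seeing the data. Of 374 alternatives over 44 results, 247 were taken as staying within the spread and 127 as moving further. For shares the spread was the 95% Wilson interval and for counts 1.5 times the reported count. Correlations and differences in library depth were judged by other rules. The differences in depth were all taken as staying, although some changed by more than 1.5 times. Of the alternatives 0 reversed, but counts and shares have no sign to reverse. The upregulated share of the calls was 50.0%, 32.7% and 37.1% on days 1, 6 and 9 in the deposited tables. It was 42.1%, 34.9% and 50.9% scaled by clean reads, and 70.3%, 38.4% and 59.6% in edgeR at the largest deposited p. Which direction held more calls on days 1 and 9 thus depends on these choices. Scaled by TMM the share was 68.6%, 49.9% and 69.8%. TMM takes most contigs as unchanged, while all listed contigs were chosen as changed, so it can shift the split by itself. The cause was not tested unless the alternative itself counts fewer contigs or fish. An adjusted p under 0.01 in place of 0.001 was not run, since only contigs under 0.001 are listed. A fit without a filter on low counts was not run either. No such filter was added here, and the contigs that the authors removed for low abundance are not listed. The calls of each day with all 13 fish in 1 fit were not run, since counts of all 13 are listed only for the 457 contigs of all 3 days. Depth limits the contigs with a group mean near 0 and the counts of the contigs not listed.

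At the largest deposited p, edgeR gave 275 up and 116 down on day 1, 683 and 1097 on day 6, 255 and 173 on day 9, and 933 and 1136 on any day. It shared 64 up and 99 down between days 1 and 6, 15 and 23 between days 1 and 9, and 216 and 149 between days 6 and 9. Adjusted over the recovered number of tests, edgeR gave 28 up and 6 down on day 1 and 111 and 150 on day 6. It gave 0 and 0 on day 9, and 132 and 154 on any day. It then shared 7 up and 2 down between days 1 and 6 and 0 in the other pairs. All deposited calls had an unadjusted p under 0.05 in edgeR, but they had been listed on the same counts. Of the day 1 contigs, 23.3% of those up were also up on day 6 at the largest deposited p, and 5.45% of those up and 19.8% of those down were changed alike on day 9. With adjustment over the recovered number of tests these shares were 25.0% up and 33.3% down on day 6 and 0 on day 9. Adjusted over the listed contigs alone, edgeR gave 354 up and 308 down on day 9.

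Scaled by TMM of the listed contigs, a DESeq2 refit gave 239 down on day 1, 1315 on day 6 and 418 on day 9, and scaled by clean reads it gave 919 down on day 9. Of the contigs down on day 1, 79.9% were down on day 6 and 28.0% on day 9 with TMM, and 44.3% on day 9 by clean reads. Leaving out each fish in turn gave 255 to 440 up and 279 to 401 down on day 1, 786 to 1067 and 1759 to 2104 on day 6, and 507 to 780 and 910 to 1187 on day 9. Without each fish, on the days it enters, 28.2% to 46.5% of the contigs up and 81.2% to 92.1% of those down on day 1 were changed alike on day 6, and 14.7% to 27.8% and 47.5% to 63.4% on day 9. The DESeq2 refit with all fish, with or without Cook's distance, had 58.3% of the contigs down on day 1 also down on day 9. With the replicate number as a replicate block, the refit gave 186 up and 202 down on day 1, 751 and 1584 on day 6, and 500 and 913 on day 9, with 41.9% of the contigs up and 93.6% of those down on day 1 changed alike on day 6 and 67.8% of those down on day 9. The numbers do not pair the fish: the deviations of fish with the same number had correlations of -0.05 to 0.09.

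At an adjusted p under 0.0001 there were 347 contigs down on day 1 and 970 on day 9, with 122 shared up between days 1 and 6, 67 up and 193 down between days 1 and 9, and 0 in opposite directions between days 1 and 6 or days 1 and 9, and 55.6% of the contigs down on day 1 were down on day 9. With a log2 fold change beyond 3 in size, 72 were shared up between days 1 and 9, and 0 and 1 were in opposite directions between days 1 and 6 and days 1 and 9, while 30.6% of the contigs up on day 1 were up on day 6, and 16.4% of those up and 58.4% of those down were changed alike on day 9. Counted by Trinity gene, 3 genes changed in opposite directions between days 1 and 6 and 3 between days 6 and 9.

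Within upregulated contigs the correlations were 0.65 for days 1 and 6, 0.62 for days 1 and 9 and 0.92 for days 6 and 9, and within downregulated contigs 0.33, 0.31 and 0.64. With the standard error reduced for the shared controls, 255, 113 and 163 contigs differed between these days, and at an adjusted p under 0.01, 26 differed between days 1 and 9 and 4 between days 6 and 9. With the fish of both days in 1 fit, 82 differed between days 1 and 9 and 88 between days 6 and 9, 10 of these larger on day 9. In 1 fit of all 13 fish, 157 contigs were down on all 3 days, against 319 of the deposited calls. A group mean under 5 normalized counts was found for 301 contigs down on day 1, 559 up and 1470 down on day 6, and 373 up and 739 down on day 9, and one under 0.5 for 89 down on day 1.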

Differences from the paper's values

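The counts of contigs changed on any day, 1739 up and 2689 down, match the paper's results, as do the shares changed on days 6 and 9 and not on day 1, 31.0% of the upregulated and 34.8% of the downregulated contigs. The paper's discussion gives 2690 downregulated contigs where its results and the deposited tables give 2689. In edgeR, chosen after seeing the data, the counts on any day differ from the paper's: 933 up and 1136 down at the largest deposited p, and 132 and 154 after adjustment over the recovered number of tests. The shares changed on days 6 and 9 and not on day 1 were 21.5% of the upregulated and 11.3% of the downregulated contigs in the first way and 0 in the second.

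The paper's sentence on these shares calls the contigs of both downregulated, while the 31.0% is of contigs upregulated on both days. In the volcano plots of Fig. 6, points on the negative side have the colour that the legend gives to downregulated transcripts. The deposited log2 fold changes are PBS over MC-LR, so contigs on their negative side had higher counts in MC-LR livers, and the counts in the Venn diagrams follow the direction of MC-LR over PBS.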

Other observations

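Isoforms of a Trinity gene mostly shared the direction of change. Of the genes with at least 2 contigs past the thresholds, 0 of 52 held both directions on day 1 and 2 of 138 on day 9, where the median over shuffles was 27 and 68. Contigs assembled from similar sequence can share reads, which was not tested here.

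The number of tests recovered from the deposited p-values was at least 85772 on day 1, 96497 on day 6 and 100278 on day 9, above the 84974 putative lncRNAs of the study on each day. At these smallest numbers of tests, the last contig listed would have a rank of 4426, 19377 and 13482.

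On day 6, 596 downregulated contigs had no read in any MC-LR liver. The test of depth was chosen after its result was seen. Lower depth of the MC-LR libraries is argued against by their clean reads, 55197543 on average against 52953218 for the PBS fish. The test itself used size factors, whose mean in the MC-LR fish was 1.15 times that of the PBS fish. A size factor is a scaling of counts and does not measure depth alone. Too few expected reads cannot be told: at the PBS level the 3 MC-LR libraries would hold 31.3 reads of the lowest of these contigs, with a median of 72.6, but a contig without reads in MC-LR livers is listed only if its PBS level is high, so the value argues nothing, a reading changed after it was seen. Genotype differences between single fish may account for part of them and cannot be told apart from an effect of the toxin: 49.2% of them, 293 contigs, were also downregulated in the 3 other fish of day 9, against 52.9% of the other 1818 downregulated contigs of day 6, and 102 had no read on day 9 either.

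For each day the 7 fish make 35 splits into groups of 3 and 4, and 1 of them, the real one, gave as many contigs past the thresholds in edgeR as the real split. The real split gave 391, 1780 and 428 on days 1, 6 and 9, and the highest of the other splits gave 29, 5 and 3. The contigs were listed because the real split separates them, so this count does not bear on chance.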
